# *activin-2* is required for regeneration of polarity on the planarian anterior-posterior axis

**DOI:** 10.1371/journal.pgen.1009466

**Published:** 2021-03-29

**Authors:** Jennifer K. Cloutier, Conor L. McMann, Isaac M. Oderberg, Peter W. Reddien

## Abstract

Planarians are flatworms and can perform whole-body regeneration. This ability involves a mechanism to distinguish between anterior-facing wounds that require head regeneration and posterior-facing wounds that require tail regeneration. How this head-tail regeneration polarity decision is made is studied to identify principles underlying tissue-identity specification in regeneration. We report that inhibition of *activin-2*, which encodes an Activin-like signaling ligand, resulted in the regeneration of ectopic posterior-facing heads following amputation. During tissue turnover in uninjured planarians, positional information is constitutively expressed in muscle to maintain proper patterning. Positional information includes Wnts expressed in the posterior and Wnt antagonists expressed in the anterior. Upon amputation, several wound-induced genes promote re-establishment of positional information. The head-versus-tail regeneration decision involves preferential wound induction of the Wnt antagonist *notum* at anterior-facing over posterior-facing wounds. Asymmetric activation of *notum* represents the earliest known molecular distinction between head and tail regeneration, yet how it occurs is unknown. *activin-2* RNAi animals displayed symmetric wound-induced activation of *notum* at anterior- and posterior-facing wounds, providing a molecular explanation for their ectopic posterior-head phenotype. *activin-2* RNAi animals also displayed anterior-posterior (AP) axis splitting, with two heads appearing in anterior blastemas, and various combinations of heads and tails appearing in posterior blastemas. This was associated with ectopic nucleation of anterior poles, which are head-tip muscle cells that facilitate AP and medial-lateral (ML) pattern at posterior-facing wounds. These findings reveal a role for Activin signaling in determining the outcome of AP-axis-patterning events that are specific to regeneration.

## Author summary

A central problem in animal regeneration is how animals determine what body part to regenerate. Planarians are flatworms that can regenerate any missing body region, and are studied to identify mechanisms underlying regeneration. At transverse amputation planes, a poorly understood mechanism specifies regeneration of either a head or a tail. This head-versus-tail regeneration decision-making process is referred to as regeneration polarity and has been studied for over a century to identify mechanisms that specify what to regenerate. The gene *notum*, which encodes a Wnt antagonist, is induced within hours after injury preferentially at anterior-facing wounds, where it specifies head regeneration. We report that Activin signaling is required for regeneration polarity, and the underlying asymmetric activation of *notum* at anterior- over posterior-facing wounds. We propose that Activin signaling is involved in regeneration-specific responses broadly in the animal kingdom.

## Introduction

The planarian *Schmidtea mediterranea* is a powerful model for the study of whole-body regeneration. In many planarian species a single animal can be cut into multiple small fragments, which can each regenerate a complete animal within a matter of weeks [1,2]. Planarian regeneration involves new cell production from a population of stem cells called neoblasts. Neoblasts produce all new cell types in planarian regeneration and also allow extensive tissue turnover in uninjured animals [3]. Planarian tissue patterning requires the regionalized expression of numerous signaling ligands and their pathway components [3]. Many such genes are termed position control genes (PCGs) and are defined by displaying constitutive regional expression and a patterning RNAi phenotype, or association with a planarian-patterning pathway. PCGs are predominantly expressed in planarian muscle [4].

The distribution of tissues on the planarian anterior-posterior (AP) axis and the head-versus-tail regeneration decision at transverse amputation planes prominently involve Wnt signaling [5–18]. A Wnt expression and activity gradient exists along the planarian AP axis, with the anterior being Wnt-signaling low and the posterior being Wnt-signaling high [5–18]. Multiple planarian *wnt* family genes are considered PCGs and are predominantly expressed in muscle [4]. Inhibition of the Wnt pathway, such as with *β-catenin-1* RNAi, causes regeneration of posterior-facing heads [5–7]. *β-catenin-1* RNAi during tissue turnover causes ectopic anterior PCG expression in the posterior and loss of posterior PCG expression, resulting in ectopic head formation [5–7,10,13,15,16,18].

Regeneration following transverse amputation of the (AP) axis requires a mechanism to specify formation of a head or a tail at the amputation plane–this determination is made within hours following amputation and involves wound signaling [9,10,12,19]. Wounds generically induce the transcription of ~200+ genes [19,20]. *wnt1* is activated at all wounds and promotes tail regeneration at posterior-facing wounds. The gene *notum* is unique among wound-induced genes in that it is preferentially induced at anterior-facing wounds [12,19]. *notum* encodes a broadly conserved Wnt deacylase that inhibits Wnt signaling [21], and is required for the regeneration of a head instead of a tail at anterior-facing wounds [12]. The activation of these two genes results in a Wnt-inhibited anterior-facing wound for head regeneration and a Wnt-active posterior-facing wound for tail regeneration. Wound-induced *notum* expression occurs specifically in preexisting longitudinal muscle fibers, which are oriented along the AP axis [22]. After this wound-induced phase of *notum* expression, other anterior PCGs are expressed in muscle and progenitors for the anterior pole are specified. The anterior pole is a signaling center [23–26] comprised of muscle cells generated from neoblasts during regeneration [23–25], and the anterior pole also expresses *notum* [12]. Thus the two phases of *notum* expression in head regeneration involve distinct cells; i.e., the wound-induced *notum*^*+*^ cells do not directly form the anterior pole [12,23,25]. The asymmetric wound induction of *notum* is the earliest known difference in gene expression that exists between wounds that go on to make a head instead of a tail [12,19]. This step is therefore central to regeneration, yet, how the asymmetric activation of *notum* at anterior-versus-posterior-facing wounds is accomplished is unknown.

Additional wound-induced genes have roles in determining the outcome of planarian regeneration [9,27–29]. *follistatin* is activated at planarian wounds and is required for a set of cellular and molecular responses collectively referred to as the missing tissue response [27,28,30]. The missing tissue response involves cell proliferation at the wound, a body-wide increase in cell death, and sustained expression of wound-induced genes. *follistatin* is also required for regeneration of anterior PCG expression domains and head regeneration [27,28,30], but only when amputations are made in a Wnt-high environment (i.e., transverse amputation in the trunk and tail) [30]. *follistatin* RNAi leads to the upregulation of wound-induced *wnt1* at 6 hours post amputation (hpa)–higher wound-induced *wnt1* levels in an already high Wnt environment are proposed to block the ability of *notum* to generate a Wnt-low environment for head regeneration at anterior-facing wounds [30]. Follistatin is a broadly conserved negative regulator of Activin/Myostatin signaling ligands [31–34], and the *follistatin* RNAi head regeneration failure phenotype requires Activin signaling [27,28,30]. More specifically, the failed missing tissue response [28] and increased wound-induced *wnt1* expression at wounds [30] in *follistatin* RNAi animals is thought to act through modulation of Activin signalling. Whereas *follistatin* RNAi causes upregulation of Activin signalling, the impact of downregulation of Activin is less well understood. *ActR-1* (encoding an Activin receptor) RNAi can lead to ectopic pharynges [27] and some blastema splitting [35]. Activin and Follistatin have roles at wounds in multiple vertebrates [36–39]. These observations raise the possibility that Activin signaling is broadly utilized in animal regeneration, a possibility that remains poorly explored. Planarians are an attractive system to continue to dissect the mechanisms by which Activin signaling regulates regeneration.

Here we report an unexpected role for Activin signaling in controlling head-versus-tail regeneration through the regulation of asymmetric wound-induced *notum* expression at wounds in planarians. In animals with inhibited Activin signaling, ectopic posterior-facing heads form specifically during regeneration and are associated with a loss of asymmetry in wound-induced *notum* expression. We conclude that Activin has an essential role in the asymmetric activation of *notum* and in determining the head-tail regeneration decision at transverse amputation planes during planarian whole-body regeneration.

## Results

### *activin-2* is required for regeneration polarity and regeneration of AP-axis pattern

Planarians, as Platyhelminthes, are part of the Spiralia superphylum [40]. Genes from various spiralian species encode TGF-β-family signaling molecules, including planarian *activin-1* and *activin-2* [27,28,36]. Prior work indicates that some of these spiralian proteins belong to a TGF-β clade that includes vertebrate Activin and Myostatin [36]. Phylogenetic analysis places *Schmidtea mediterannea* Activin-2 in a clade primarily made up of Activins; however, whether this gene and other spiralian Activins are derived from an ancestral *myostatin* or *activin* gene remains unknown (S1 Fig and S1 Data). Activin and Myostatin can signal through the same TGF-β receptors [41–43] and are sister groups within the TGF-β superfamily [44,45].

We inhibited the *S*. *mediterranea activin-2* gene by feeding dsRNA for RNA interference (RNAi). RNAi of *activin-2* (known as *activin* in [27]) was previously shown to suppress the *follistatin* failed regeneration RNAi phenotype [27,28]. After differing times of gene inhibition with RNAi, some animals were amputated and analyzed at time points post amputation (Fig 1A). *activin-2* RNAi (S2A Fig) resulted in a novel phenotype involving both regeneration of a head at posterior-facing wounds and AP-axis bifurcations in regenerating blastemas, leading, for example, to two heads in a single anterior blastema (Fig 1B). The combined presence of these two defects resulted in variable numbers of heads and tails in fragments with both head and tail amputated (trunk fragments) (Figs 1B and S2B). At anterior-facing wounds, only heads appeared. By contrast, at posterior-facing wounds, animals regenerated a presumptive tail or combinations of heads and tails (Figs 1B and S2B).

**Fig 1:**
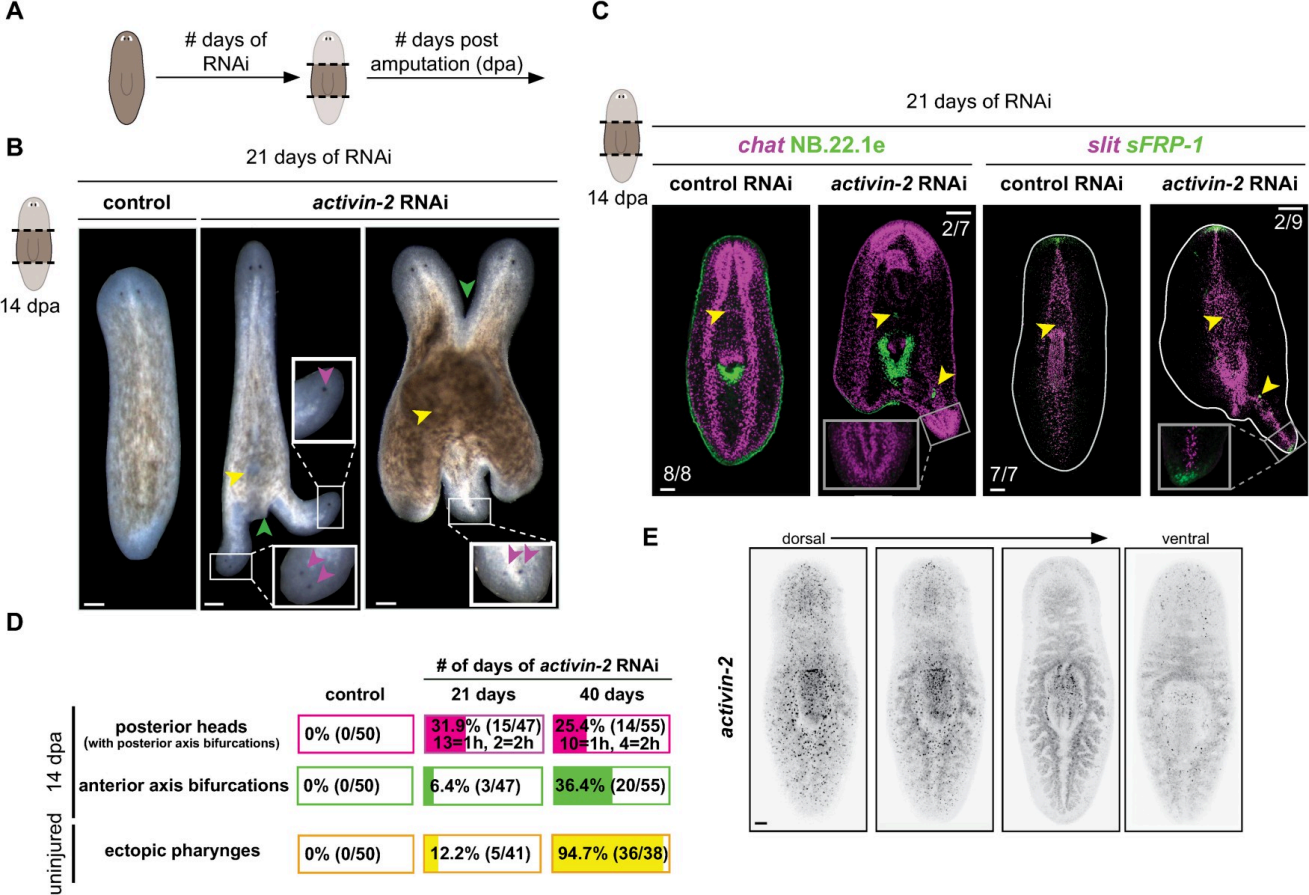
*activin-2* is required for regeneration polarity and regeneration of AP axis pattern. (A) Schematic of RNAi experiments where the number of days on RNAi and number of days post amputation (dpa) are specified separately. (B) Regenerating *activin-2* RNAi animals. Insets show magnified ectopic heads and eyes (magenta arrows). Green arrows, AP axis bifurcations; yellow arrows, ectopic pharynges. (C) FISH shows (left) CNS (*chat+*) and mouth and esophagus (*NB*.*22*.*1e*) and (right) PCG expression (midline *slit+*; anterior *sFRP-1+*) in ectopic axes. Inset: magnified view shows ectopic anterior. Yellow arrows: esophagi. (D) Quantification of posterior heads (based on presence of eyes) and axis bifurcations in regenerating animals, and ectopic pharynges seen in uninjured animals (DAPI) at 21 and 40 days after first RNAi. h is the number of posterior heads in a given animal. (E) *activin-2* expression pattern by FISH, from dorsal to ventral. All images are anterior up. Scale bars, 200 μm. Numbers of representative animals are indicated on bottom left of each panel.

Ectopic posterior-facing heads in *activin-2* RNAi animals contained correctly positioned head anatomy, anterior head-tip (*sFRP-1*) and midline (*slit*) PCG expression domains, and developed a mid-body pharynx with reversed polarity, indicating that fully patterned anterior body axes developed with reversed polarity (Fig 1C). *activin-2* RNAi animals that did not develop ectopic heads displayed normal anatomy and PCG expression in regeneration, with the exception of ectopic posterior mouth tissue in some animals (S2C Fig). Trunk fragments were generated at early (21 days) and late (40 days) amputation time points after RNAi initiation, and were assessed for components of the *activin-2* RNAi phenotype after an additional 14 days post amputation. Polarity reversals were seen at the early regeneration time point, with penetrance not increasing with further time of RNAi (Fig 1D). Axis bifurcations at 21 days of RNAi were present mainly in the posterior and were associated with posterior-facing heads. Anterior axis bifurcation increased in penetrance over time–from 3/47 at 21 days RNAi to 20/55 at 40 days of RNAi (Fig 1D).

Both uninjured and regenerating *activin-2* RNAi animals displayed ectopic pharynges, mouths, and esophagi (Figs 1C and S2C–S2F). Animals were assessed for ectopic pharynges prior to amputation. At the early RNAi time point (21 days) 5/41 animals had an ectopic pharynx; at the late RNAi timepoint (40 days) 36/38 animals had an ectopic pharynx (Figs 1D and S2C–S2F). Ectopic pharynges [27] and anterior head splitting [35] have been observed in Activin receptor (ActR1, dd_3426) RNAi animals, consistent with a role for Activin signaling in regulating pharynx number and preventing axis splitting. Inhibition of other patterning genes, such as *ndl-3*, *wntP-2*, and *ptk7* can cause the formation of ectopic pharynges without causing axis bifurcations or polarity reversal, indicating that ectopic pharynx formation can be separable from the latter processes [15,16]. These observations–earlier abundance of polarity reversal than pharynx duplication in *activin-2* RNAi animals and the lack of polarity reversals in other RNAi phenotypes with ectopic pharynges–suggest that regeneration polarity reversal was not caused by the appearance of ectopic pharynges.

In other organisms, *activin* genes are expressed broadly in muscle, intestine, and at wounds [37,46–48]. This broad expression pattern allows Activins to act as humoral agents signaling environmental states. In *S*. *mediterranea*, *activin-2* was expressed throughout the planarian AP axis and most strongly medially (Fig 1E). This pattern stayed consistent after injury, 24 hours post amputation (S2G Fig). The medial enrichment of *activin-2* expression was previously shown in a regeneration time-course of *activin-2* expression [28]. *activin-2* was lowly expressed in currently available whole-animal scRNA-seq datasets (S2H Fig) [49]. Muscle-specific scRNA-seq data indicates that *activin-2* is expressed in *nkx1*.*1*^+^ circular muscle cells, as well as a cluster described as DV-like but not well characterized (S2H Fig) [50]. Expression in body wall and pharyngeal muscle, and intestine, was confirmed with FISH (S2I Fig).

### *activin-2* RNAi results in regeneration-specific AP-polarity patterning defects

Many planarian RNAi phenotypes that affect patterning in regeneration also affect patterning in uninjured animals undergoing tissue turnover. Uninjured *activin-2* RNAi animals displayed mid-body widening associated with ectopic mouth cells, esophagi, and pharynges (Figs 2A and S3A). The aberrations to AP-axis polarity (posterior-facing heads) and AP-axis organization (duplicated heads/tails) that occurred during regeneration, however, did not occur during tissue turnover in *activin-2* RNAi animals (Figs 2A–2C and S3B). This raises the possibility that the AP-axis-patterning defects of *activin-2* RNAi animals reflect a requirement for *activin-2* in some regeneration-specific (i.e., not essential or occurring in tissue turnover) processes.

In principle, *activin-2* could be required for normal expression of patterning molecules during tissue turnover, such that alteration to the AP-patterning state results in polarity defects in regeneration. We therefore sought to determine whether homeostatic PCG expression region loss or reversal might occur in *activin-2* RNAi animals at 21 days of *activin-2* RNAi, when regeneration polarity was affected but regeneration axis splitting and pharyngeal duplication were minimally present. Transcripts for patterning genes that are normally expressed in the anterior (*ndl-5*, *sFRP-1*), trunk (*ndl-3*, *wntP-2*, *ptk-7*), posterior (*wnt11-1*, *wnt11-2*, *and fz-4*), and poles (posterior *wnt1*, anterior *notum*) were present and in the proper relative domain order in *activin-2* RNAi animals (Figs 2B and S3B). We assessed boundaries and proportions of PCG expression domains, and found no significant changes, except for a subtle change in the anterior boundary of *ndl-3* expression (S3C Fig). After 40 days of *activin-2* RNAi, labeling with pools of anterior and posterior PCG RNA probes demonstrated that normal AP-axis polarization remained (Fig 2C).

**Fig 2:**
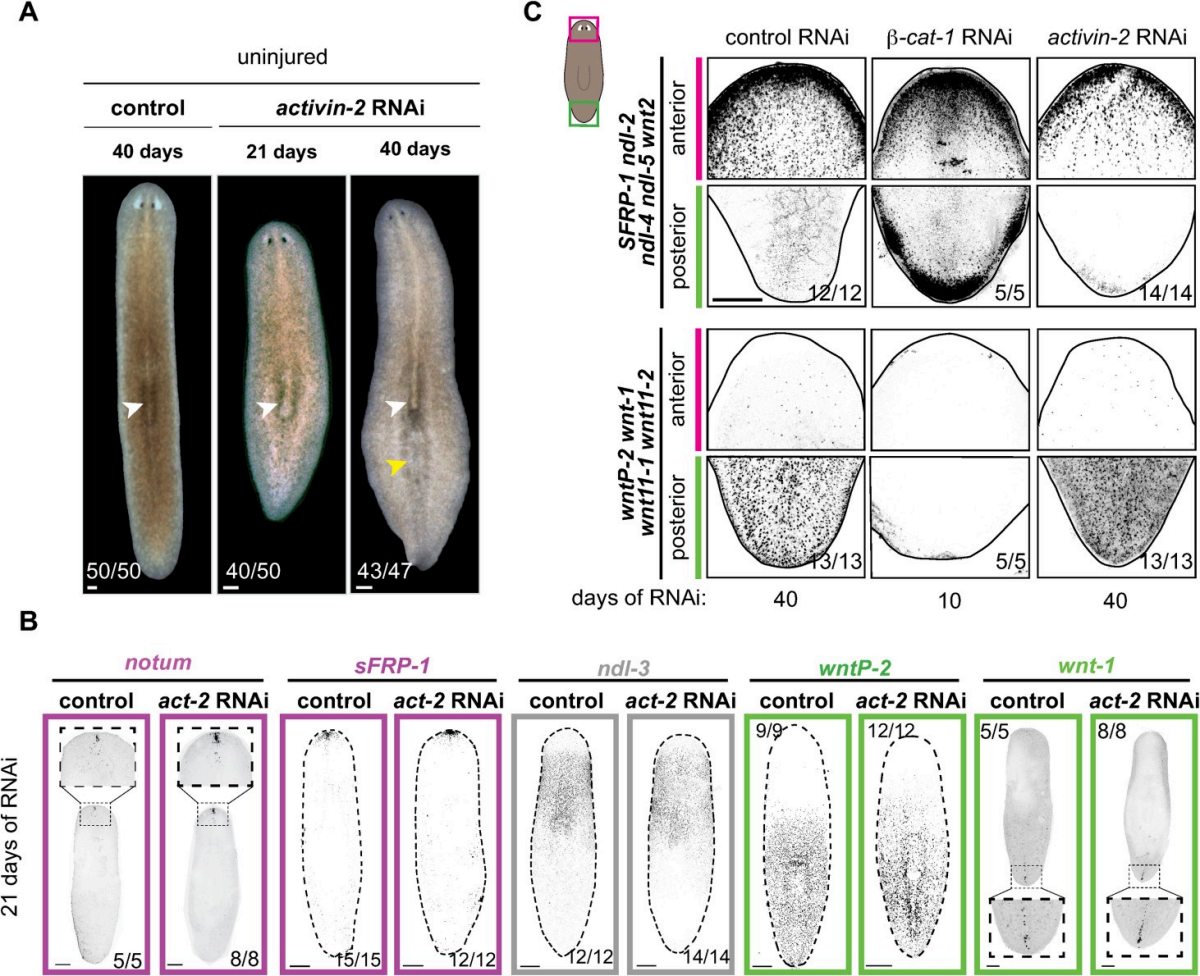
Intact *activin-2* RNAi animals do not show polarity defects in patterning gene expression. (A) Uninjured *activin-2* RNAi animals at 21 and 40 days after first RNAi feeding. Original pharynges (white arrows) and ectopic pharynx (yellow arrow) are shown. (B) FISH shows normal PCG expression and pole presence in uninjured *activin-2* (*act-2*) RNAi animals at 21 days after first RNAi feeding. (C) Intact *activin-2* RNAi animals display maintenance of anterior and posterior identity at 40 days RNAi by FISH. Bn contrast, *β-catenin-1* RNAi promotes a loss of posterior identity, and ectopic anterior identity in intact animals by 10 days of RNAi. (Top) A pool of anterior restricted genes (*sFRP-1*, *ndl-2*, *ndl-4*, *ndl-5*, and *wnt2*), (Bottom) A pool of posteriorly expressed genes (*wntP-2*, *wnt1*, *wnt11-1*, and *wnt11-2*). All images are anterior up. Scale bars, 200 μm.

These findings contrast with results for other genes known to control regeneration polarity outcomes, such as *β-catenin-1* [5–7] (Fig 2C). RNAi of *β-catenin-1* causes rapid and large-scale change of PCG expression domains throughout the body. *activin-2* RNAi animals were also assessed after 60 days of gene inhibition. Animals continued to widen, became less flat, and possessed large lateral bulges of tissue (S3G Fig). Tissue bulges lacked ectopic cephalic ganglia (S3H Fig). Despite body plan and muscle fiber organization changes, the relative expression positions of *ndl-3* and *wntP-2* expression were preserved (S3H Fig). Similarly, ectopic tissue bulges lacked ectopic expression of the anterior pole marker *notum* (S3I Fig). These findings suggest that Activin might control AP polarity using a mechanism that is distinct from constitutive Wnt pathway regulation and might be regeneration specific.

The midline also appeared normal at 21 days of *activin-2* RNAi. However, at 40 days of RNAi, a disorganized *slit*^*+*^ midline was apparent (S3D Fig). Disorganization of body-wall muscle fibers was also seen only at this late time point, although body-wall muscle cell number and the overall dispersed pattern of the nuclei of these mononucleate cells was normal (S3E and S3F Fig). Midline disorganization was correlated temporally with the increase in anterior bifurcations during regeneration (Figs 1C and S3D).

### *activin-2* RNAi results in symmetric *notum* expression at wounds

The patterning defects (polarity and axis bifurcation) of *activin-2* RNAi animals observed only in regeneration prompted us to assess whether regeneration-specific adult processes required *activin-2*. We first assessed the process of wound induction of genes involved in re-setting PCG expression domains. FISH experiments demonstrated a robust loss of asymmetry of *notum* activation at 18h post-amputation in *activin-2* RNAi animals with high penetrance (95.4%) (Fig 3A). 

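In the bulk RNA sequencing libraries labelled 18 hpa, 4 per RNAi arm and wound orientation, *notum* was counted on contig dd_Smed_v6_24180_0_1. Expressed as RPM, the reads per 1000000 counted reads of a library, *notum* at control RNAi wounds was 4.65 ± 0.472 (SD, n = 4) at anterior-facing and 1.57 ± 0.452 (SD, n = 4) at posterior-facing wounds. Every anterior-facing library lay above every posterior-facing library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). In *activin-2* RNAi animals, *notum* was 3.90 ± 1.04 RPM (SD, n = 4) at anterior-facing and 4.67 ± 0.375 (SD, n = 4) at posterior-facing wounds, a difference within reach of the spread between libraries (same permutation test, p = 0.286). Between the RNAi arms, the same permutation test gave p = 0.314 for anterior-facing and p = 0.0286 for posterior-facing wounds. In a model of the raw counts with TMM normalization, *notum* at posterior-facing wounds rose in *activin-2* RNAi by a log2 fold change of 1.54 (standard error 0.21, adjusted p = 1.63e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each of the 8 libraries left out in turn, this log2 fold change stayed between 1.33 and 1.68, the widest movement among the alternatives tried. At anterior-facing wounds the log2 fold change between the arms was -0.28 (standard error 0.19, adjusted p = 0.579 from the same test). From anterior-facing to posterior-facing wounds, *notum* changed by a log2 fold change of -1.53 in control RNAi (standard error 0.22, adjusted p = 3.18e-04) and of 0.28 in *activin-2* RNAi (standard error 0.18, adjusted p = 0.321). Because a change past the threshold in only 1 arm does not by itself show that the arms differ, the difference between these orientation effects was tested directly as an interaction. It was 1.82 on the log2 scale (standard error 0.28, adjusted p = 0.00782, over 17011 genes tested), and it stayed between 1.61 and 1.96 with each library left out in turn.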

At this time point, there was not a significant difference in *notum* expression between *activin-2* RNAi and control anterior-facing wounds, or between *activin-2* RNAi anterior- and posterior-facing wounds (Fig 3B). This suggests that there was not a general overexpression of *notum* at wounds following *activin-2* RNAi, but a loss of *notum* inhibition at posterior-facing wounds. i.e., *notum* expression was no longer specific to anterior-facing wounds following *activin-2* RNAi.

**Fig 3:**
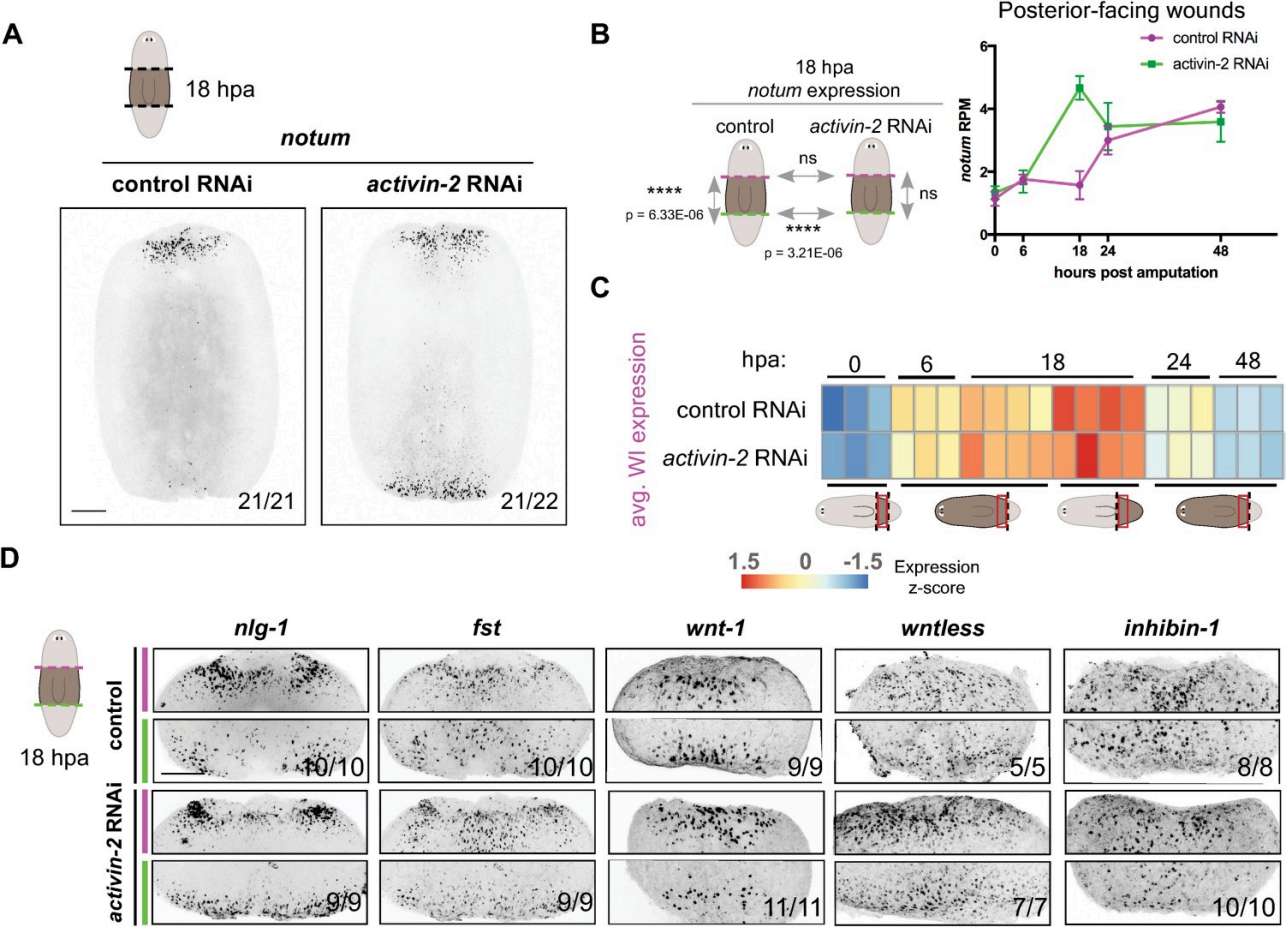
*activin-2* is required for asymmetric activation of *notum* at anterior-versus-posterior wounds. (A) FISH shows loss of wound-induced *notum* asymmetry (polarity) in *activin-2* RNAi animals at 18 hpa. (B) Cartoons show results from DESeq analyses: no significant difference between wound-induced *notum* expression at anterior- and posterior-facing wounds in *activin-2* RNAi animals, and increased *notum* expression at posterior-facing wounds in *activin-2* RNAi animals compared to controls at 18 hours post amputation. ns, not significant. Graph shows *notum* reads per million at posterior-facing wounds over time. (C) Heatmap shows expression of wound-induced genes as described [22] from bulk mRNA-seq of posterior-facing wounds at 0, 6, 18, 24, and 48 hours post amputation, and anterior-facing wounds at 18 hours post amputation. Cartoons show the wounds described in the heatmap. (D) FISH shows no difference in muscle wound-induced gene expression between control and *activin-2* RNAi animals. Magenta, anterior-facing wound; green, posterior-facing wound. All images are anterior up. Scale bars, 200 μm.

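The libraries are named here by the time on their deposited label. Over 3 libraries per group, *notum* at posterior-facing wounds of control RNAi animals was 3.00 ± 0.454 RPM (SD) in the libraries labelled 0 hpa, 4.06 ± 0.184 in those labelled 6 hpa, 1.14 ± 0.226 in those labelled 24 hpa and 1.76 ± 0.146 in those labelled 48 hpa. In *activin-2* RNAi animals the corresponding values were 3.44 ± 0.758, 3.59 ± 0.637, 1.33 ± 0.206 and 1.69 ± 0.355 RPM. At these depths 1 read in a library corresponds to 0.0747 to 0.396 RPM. The arms did not differ beyond their spread at any of these labelled times (two-sided exact permutation tests, p = 0.5, 0.4, 0.3 and 0.8 in that order, where 3 libraries against 3 cannot go below 0.1). The log2 fold changes between the arms were 0.28, -0.13, 0.11 and -0.07 in the same order, with adjusted p from 0.572 to 0.954 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The effect of *activin-2* RNAi at posterior-facing wounds labelled 18 hpa exceeded the mean of its effects at the other labelled times by 1.48 on the log2 scale (adjusted p = 0.00116 from a fit of all 12 groups). From the comparisons at 18 hpa, the paper proposes that *notum* was not overexpressed generally at wounds and that its inhibition at posterior-facing wounds was lost after *activin-2* RNAi.

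**Figure D1:**
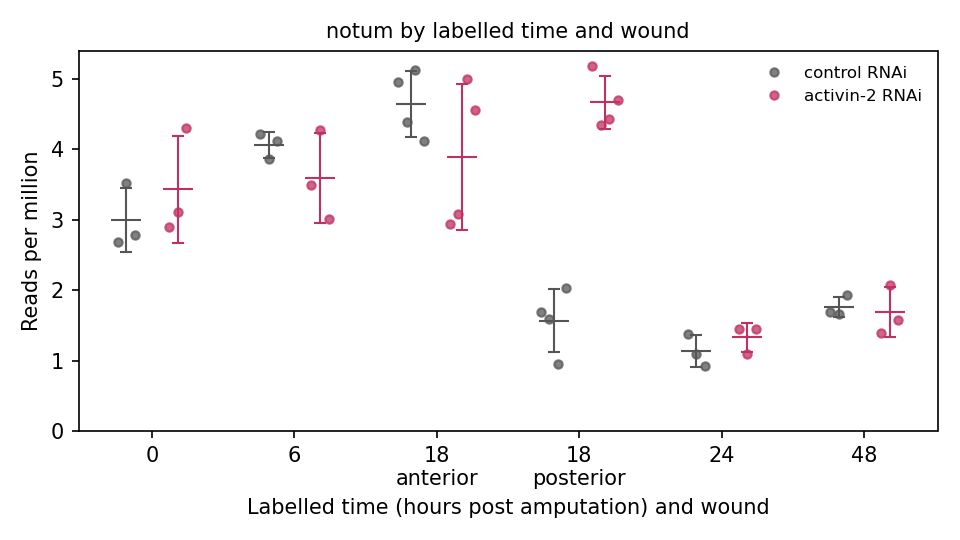
*notum* RPM (vertical axis, from 0) by the labelled hours post amputation and wound orientation (horizontal axis) in control RNAi and *activin-2* RNAi libraries. Each point is 1 library and the bars are the mean ± SD of 3 or 4 libraries, and the arms separate only at posterior-facing wounds labelled 18 hpa.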

To assess whether the change in *notum* expression reflected a defect in the wound response, affecting many genes, we utilized RNA sequencing. RNA sequencing also allows assessment of other events occurring in regeneration after the generic wound response. We performed RNA sequencing of posterior-facing wounds at 0, 6, 18, 24, and 48 hours post-amputation and of anterior-facing wounds at 18 hours post-amputation (S2 Data). 

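The deposited set holds 40 libraries in 12 groups, with 3 replicates per RNAi arm at posterior-facing wounds labelled 0, 6, 24 and 48 hpa and 4 replicates per arm at each wound orientation at 18 hpa. The labels give no wound orientation for the libraries labelled 0 hpa, and theirs is taken from the paper. The animals had received 4 feedings of dsRNA over 14 days and were amputated 7 days after the last of them, at 21 days of RNAi. The sample descriptions give 5 wounds per replicate, while the legends of S4A Fig and S4B Fig give fewer. Poly(A) RNA libraries were made with a stranded mRNA kit, and the authors mapped the reads to the dd_Smed_v6 transcriptome with bowtie, counted them on each isotig and summed them to raw counts per contig. These counts cover 28742 contigs and carry no normalization. The total counted per library ranged from 2524235 to 13381025 with a median of 10533396. By group, the totals at posterior-facing wounds labelled 0 hpa were 5398432 to 13381025 (median 11848175) in control RNAi and 10456997 to 11049164 (median 10609795) in *activin-2* RNAi. For the libraries labelled 6 hpa they were 11414898 to 13221463 (median 13058644) and 11971097 to 13349346 (median 12895762) in the same order of arms. At 18 hpa they were 7258955 to 9961611 (median 8910726) and 7199604 to 10753126 (median 8466102) at anterior-facing wounds, and 8236069 to 11491689 (median 9430686) and 8684224 to 11963264 (median 9809528) at posterior-facing wounds. For the libraries labelled 24 hpa they were 9433327 to 11820494 (median 10885277) and 10037407 to 11741672 (median 11657462), and for those labelled 48 hpa 10365570 to 12993745 (median 10815772) and 2524235 to 12971300 (median 9325870). The time on the label is used throughout. Over these labels, the averaged expression of the wound-induced genes at posterior-facing wounds was lowest in the libraries labelled 24 hpa and highest in those labelled 48 hpa in both arms, which limits any direction over time drawn from them. Contrasts between groups were fitted on the raw counts with edgeR after TMM normalization and its default filter on low counts, each pair of groups by itself, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The target transcript was depleted in the *activin-2* RNAi libraries labelled 0, 6, 24 and 48 hpa, whereas its reads varied from library to library at 18 hpa.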

We collected posterior-facing wounds at all time points because this is the site of ectopic *notum* expression, as well as anterior-facing wounds at 18 hpa to compare *notum* expression across wounds. 

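In the libraries labelled 0 hpa, 812 of the 1083 contigs that the authors' deposited table annotates as muscle had enough reads to be tested. Their log2 fold changes between *activin-2* RNAi and control RNAi had a mean of -0.06 and a median of -0.05. The fry rotation test of the whole list called this fall at a two-sided limit of 0.05, and camera, which compares the list with the other genes and here estimated their correlation from the data, did not. With 1 library left out, fry kept the call without *activin-2* RNAi replicate 1 and lost it without each of the other 5 libraries. Of the 812 contigs, 47 were changed at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 of them higher and 34 lower in *activin-2* RNAi. This share of 5.79% stands beside 4.22% of all genes tested in these libraries. As a mean z score per library, muscle-annotated contigs were at 0.0975 ± 0.0600 (SD, n = 3) in control RNAi and at -0.0915 ± 0.0993 (SD, n = 3) in *activin-2* RNAi, with no overlap between the arms (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). For *myoD* (contig dd_Smed_v6_12634_0_1), the log2 fold change was -0.05 (standard error 0.15, adjusted p = 0.897). At the later labelled times the mean log2 fold change over the muscle-annotated contigs was -0.04 in the libraries labelled 6 hpa, -0.07 in those labelled 24 hpa and -0.10 in those labelled 48 hpa, each called by fry and not by camera. The call for those labelled 6 hpa was lost without *activin-2* RNAi replicate 1 or control RNAi replicate 2, and the 2 others held with each library left out in turn. At 18 hpa fry called neither orientation, except anterior-facing wounds without *activin-2* RNAi replicate 4, at -0.02.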

No significant defect in muscle-specific gene expression was observed at the time of amputation (0 hours post-amputation) (S4A Fig). These data together with the data that muscle fibers and cell numbers were not overtly abnormal at this RNAi time point (S3E–S3F Fig) suggest that the *notum* expression phenotype was not caused by obvious changes to fiber number or morphology. 

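Of the 128 contigs of S3 Data, 127 are in the deposited count table. Their counts, normalized by DESeq2 size factors and scaled for each gene over all 40 libraries, were averaged to a mean z score per library. At posterior-facing wounds of control RNAi animals this score was 0.0444 ± 0.150 (SD, n = 3) in the libraries labelled 0 hpa, -0.281 ± 0.102 in those labelled 6 hpa, -0.0525 ± 0.129 (n = 4) in those labelled 18 hpa, -0.896 ± 0.0515 in those labelled 24 hpa and 0.588 ± 0.152 in those labelled 48 hpa. The corresponding scores in *activin-2* RNAi were 0.0316 ± 0.175, -0.340 ± 0.0585, 0.0122 ± 0.126, -0.824 ± 0.104 and 0.467 ± 0.324. At anterior-facing wounds labelled 18 hpa they were 0.547 ± 0.247 in control RNAi and 0.400 ± 0.265 in *activin-2* RNAi (SD, n = 4). The arms differed by less than the spread between libraries in all 6 comparisons (two-sided exact permutation tests, p from 0.4 to 0.8, where the smallest p is 0.1 for 3 libraries against 3 and 0.0286 for 4 against 4). The mean log2 fold change of the listed contigs between the arms lay between -0.08 and 0.11 in these comparisons. The fry rotation test called it at a two-sided limit of 0.05 only for those labelled 24 hpa, at 0.08, and camera did not call it there. That mean was 0.02 without *activin-2* RNAi replicate 1 and 0.11 without replicate 3, and fry called it with each library left out in turn. At posterior-facing wounds labelled 18 hpa the mean was 0.11 and the median 0.01, not called by fry. For the libraries labelled 6 hpa the mean was -0.06, not called by fry, and without control RNAi replicate 1 it was -0.10 and called. Against the libraries labelled 0 hpa, 27 listed contigs were higher at posterior-facing wounds labelled 18 hpa in control RNAi and 27 in *activin-2* RNAi at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 25 and 31 were lower. At labelled 6 hpa, edgeR called 0 of 122 listed contigs higher in control RNAi, with 6 higher and 40 lower at an unadjusted p under 0.05, and DESeq2 called 4. In *activin-2* RNAi edgeR called 1 of 125 higher, with 8 higher and 43 lower at an unadjusted p under 0.05, and DESeq2 also called 4. At this labelled time DESeq2 called 16 lower in control RNAi and 23 in *activin-2* RNAi, and the fit of all 12 groups called 15 and 22. In edgeR's pairwise fits 11 were called lower in each arm. With each library left out in turn the lower contigs were 7 to 11 in control RNAi, with 7 without replicate 1 labelled 0 hpa, and 4 to 30 in *activin-2* RNAi, with 5 without replicate 2 or 3 labelled 0 hpa, 4 without replicate 2 labelled 6 hpa and 30 without replicate 3 labelled 6 hpa. For the libraries labelled 48 hpa, edgeR called 41 of 122 listed contigs higher than in those labelled 0 hpa in control RNAi and 18 of 125 in *activin-2* RNAi, while 15 and 7 were lower (9 without control RNAi replicate 2 labelled 48 hpa, and 11 without *activin-2* RNAi replicate 2 labelled 48 hpa). With each library left out in turn the counts of higher contigs were 36 to 42 and 6 to 24, and 36 contigs were called in *activin-2* RNAi in the fit of all 12 groups. The lowest counts in *activin-2* RNAi were 6, 8 and 10, without replicates 3 and 1 labelled 0 hpa and replicate 3 labelled 48 hpa.

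**Figure D2:**
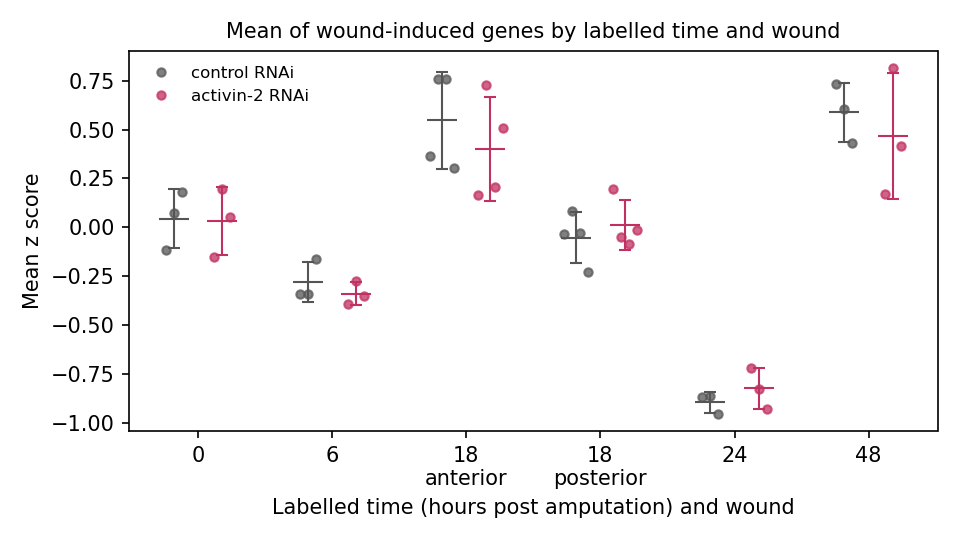
Mean z score of the wound-induced contigs per library (vertical axis) by labelled hours post amputation and wound orientation (horizontal axis) in control RNAi and *activin-2* RNAi. Each point is 1 library and the bars are the mean ± SD of 3 or 4 libraries, and the arms overlap in each group while the libraries labelled 24 hpa lie lowest.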

No significant defect in the averaged expression of 128 planarian wound-induced genes occurred in *activin-2* RNAi samples (Figs 3C and S4B, and S3 Data). After the generic wound response phase, a missing tissue response occurs at major injuries and is associated with an enrichment of mitotic neoblasts at wounds, which can be detected as an increase in neoblast-specific transcripts at wounds in RNA-sequencing data. This occurred normally in *activin-2* RNAi animals (S4B Fig). These data indicate that the generic wound response and the missing tissue response both occurred in *activin-2* RNAi animals. Furthermore, *activin-2* expression itself was not detectably asymmetric at anterior- versus posterior- facing wounds both by FISH and by RNA sequencing (S4C Fig).

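The deposited table annotates 470 contigs as neoblast. From the libraries labelled 0 hpa to those labelled 48 hpa, their mean log2 fold change was -0.10 in control RNAi, called by the fry rotation test at a two-sided limit of 0.05 and by camera, and -0.15 in *activin-2* RNAi, called by neither. Without *activin-2* RNAi replicate 2 labelled 48 hpa, the change in *activin-2* RNAi was -0.23 and called by fry. Between the arms, the libraries labelled 48 hpa differed by a mean of 0.04 and a median of 0.09 over these contigs, not called by fry, and those labelled 0 hpa by a mean of 0.10, called by fry and camera. The latter fry call was lost with the replicate block and without each of 5 of the 6 libraries, all except *activin-2* RNAi replicate 2. The arms also differed at posterior-facing wounds labelled 18 hpa, by a mean of 0.04, called by fry, with the replicate block too, and not by camera, and the call was lost only without *activin-2* RNAi replicate 1. As a mean z score over all libraries, the neoblast contigs in control RNAi were at -0.107 ± 0.0491 (SD, n = 3) in the libraries labelled 0 hpa, 0.105 ± 0.0589 in those labelled 6 hpa, 0.146 ± 0.0796 (n = 4) at posterior-facing wounds labelled 18 hpa, -0.236 ± 0.0530 in those labelled 24 hpa and -0.363 ± 0.0328 in those labelled 48 hpa. The values in *activin-2* RNAi were 0.108 ± 0.145, 0.165 ± 0.0922, 0.271 ± 0.0540, -0.311 ± 0.0977 and -0.131 ± 0.173 in the same order. The neoblast gene *smedwi-1* (contig dd_Smed_v6_659_0_1) was counted in control RNAi at 757 ± 55.2 RPM (SD, n = 3) in the libraries labelled 0 hpa, 1069 ± 47.8 in those labelled 6 hpa, 577 ± 23.7 in those labelled 24 hpa and 596 ± 14.4 in those labelled 48 hpa. At posterior-facing wounds labelled 18 hpa it was 789 ± 38.7 (SD, n = 4). In *activin-2* RNAi the values were 934 ± 15.7, 1031 ± 40.8, 722 ± 15.9 and 733 ± 125 in the order of the labelled times, and 896 ± 20.9 at posterior-facing wounds labelled 18 hpa. In both arms *smedwi-1* was therefore highest in the libraries labelled 6 hpa and lowest in those labelled 24 hpa.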

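In control RNAi libraries labelled 18 hpa, *activin-2* (contig dd_Smed_v6_3324_0_1) was counted at 29.2 ± 2.02 RPM (SD, n = 4) at anterior-facing and 38.1 ± 4.56 (SD, n = 4) at posterior-facing wounds. Every posterior-facing library was above every anterior-facing library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The log2 fold change from anterior-facing to posterior-facing wounds was 0.44 (standard error 0.09, adjusted p = 0.00564 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 0.36 and 0.51 with each library left out in turn. In a fit of all 12 groups, which takes 1 spread per gene over every library, the log2 fold change was also 0.44 and was not called (adjusted p = 0.537).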

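At an adjusted p under 0.001 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 15 of the listed wound-induced contigs differed between *activin-2* RNAi and control RNAi in at least 1 of the comparisons labelled 6 hpa, 18 hpa anterior-facing and 18 hpa posterior-facing. All 15 did so at posterior-facing wounds labelled 18 hpa, where 124 listed contigs were tested. Among the 15 are dd_561, dd_372 and dd_8673, whose reads followed those of the pharynx marker dd_554 in the other libraries. At an adjusted p under 0.05, 36 contigs differed there, and 45 did when adjusted over the list alone. The count of 15 moved most with the threshold, to 40 at an adjusted p under 0.05, and it was 23 by DESeq2. With each library left out in turn it was between 10 and 16. At posterior-facing wounds labelled 18 hpa, *fascin-1* (contig dd_Smed_v6_996_0_1) fell by 0.62 on the log2 scale (adjusted p = 9.70e-07) and contig dd_4944 fell by 1.04 (adjusted p = 5.15e-06). Contig dd_9204 fell by 1.32 (adjusted p = 2.13e-04) in these libraries and also fell in those labelled 24 hpa (adjusted p = 0.00153). The KAL1-like contig dd_Smed_v6_13188_0_1 rose by 0.79 (adjusted p = 2.69e-05), and the SVOPL-like contig dd_Smed_v6_12695_0_1 fell by 0.82 (adjusted p = 0.00153). The direction was the same for each of these contigs under DESeq2, RLE normalization, scaling by library size only and no filter on low counts.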

Although most assessed wound-induced genes were activated normally in *activin-2* RNAi animals, 6/128 displayed significantly different expression (adjusted *p* < 0.001) at 6 and/or 18 hpa in the RNA-sequencing data (S4 Data). *notum* was the most robustly changed gene in this data. We used FISH to examine the expression of some of these genes and observed that they were changed according to the sequencing experiment, validating our data (S4D Fig). We also performed FISH on other previously known planarian wound-induced genes, including a subset that are activated in muscle, and saw no overt differences in expression (Figs 3D and S4E). Among genes generically activated by wounding within hours of injury, *wnt1* promotes posterior identity [8,9]. However, wound-induced *wnt1* expression was not detectably aberrant in *activin-2* RNAi animals by FISH or RNA-seq (Fig 3D and S2 Data). 

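The paper's S3 Data names *wnt1* on contig dd_Smed_v6_28398_0_1. At posterior-facing wounds labelled 18 hpa it was counted at 2.59 ± 0.240 RPM (SD, n = 4) in control RNAi and 2.53 ± 0.330 (SD, n = 4) in *activin-2* RNAi, a log2 fold change of -0.08 (adjusted p = 0.857 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At anterior-facing wounds the log2 fold change was -0.37 (adjusted p = 0.800). For those labelled 6 hpa, *wnt1* was 1.84 ± 0.270 in control RNAi and 0.837 ± 0.219 in *activin-2* RNAi (SD, n = 3), without overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). That log2 fold change was -1.09 and was not called over all genes (adjusted p = 0.0966). The libraries labelled 0 hpa gave -0.53 (adjusted p = 0.549) and those labelled 48 hpa -0.87 (adjusted p = 0.271). For the libraries labelled 24 hpa *wnt1* was below the filter on low counts, at 0.186 ± 0.0841 RPM in control RNAi and 0.361 ± 0.175 in *activin-2* RNAi (SD, n = 3), a level of a few reads per library. Without that filter the log2 fold change there was 0.78 (adjusted p = 0.639), and in the fit of all 12 groups it was 0.76 (adjusted p = 0.608).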

Of all wound-induced genes assessed by RNA sequencing, *notum* displayed the highest log_2_(fold change) (1.51) and lowest adjusted p-value at the time point when AP-regeneration polarity defects emerged following *activin-2* RNAi (S4 Data).

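Among the 124 listed wound-induced contigs tested at posterior-facing wounds labelled 18 hpa, *notum* had the 5th largest log2 fold change and the 9th lowest p, with an unadjusted p of 2.05e-06. The contigs with a larger rise were dd_561 at 6.79 (adjusted p = 1.05e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), dd_372 at 6.25 (adjusted p = 3.45e-06), dd_8673 at 5.80 (adjusted p = 2.72e-05) and dd_Smed_v6_613_0_1 at 2.48 (adjusted p = 5.31e-04). Contig dd_Smed_v6_613_0_1 is named here because of its rank and was not chosen in advance. The *fascin-1* contig had the lowest p of the list. The reads of dd_561, dd_372 and dd_8673 rose and fell with those of the pharynx marker dd_554 in the other libraries. By DESeq2, *notum* was 5th by log2 fold change and 13th by p among 127 contigs. In the fit of all 12 groups it was 5th by log2 fold change and 2nd by p. In the authors' deposited table it is 5th by log2 fold change among 127 contigs and 1st by adjusted p, and it is 1st by both among the 8 contigs with an adjusted p under 0.001 there.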

Although not significantly different by RNA sequencing, *foxD* expression at wounds was higher in *activin-2* RNAi animals when compared with controls by FISH, but only at late time points following RNAi initiation (35 days)–temporally correlated with *slit*^*+*^-midline and animal widening (S4F Fig). *foxD* is wound-induced in *myoD*^*+*^ longitudinal muscle (S4G Fig) specifically at the ventral midline [23]; increased expression is therefore likely associated with midline widening.

### *activin-2* promotes the polarized response of longitudinal muscle fibers to wound orientation independent of AP location

Ectopic *notum* expression at posterior-facing wounds occurred by 18 hpa, but was not present at early time points. By 24 hpa normal wound-induced *notum* expression lowered in control and *activin-2* RNAi animals, reflecting the waning of wound induction (Fig 4A). Ectopic *notum* expression occurred at 21 days of *activin-2* RNAi and later by FISH (S5A Fig). We therefore used 18 hpa at 21 days of RNAi to further characterize ectopic *notum* at posterior-facing wounds. Some regeneration phenotypes associated with defects in regulation of Wnt signaling only affect head regeneration in fragments from the posterior (e.g., *follistatin* RNAi) [30]. We therefore tested whether the effects of *activin-2* RNAi on regeneration polarity are region specific. Elevated wound-induced *notum* expression at posterior-facing wounds occurred at every AP-amputation location examined, suggesting *activin-2* RNAi impacted regeneration polarity across the entire AP axis (Fig 4B and 4C).

**Fig 4:**
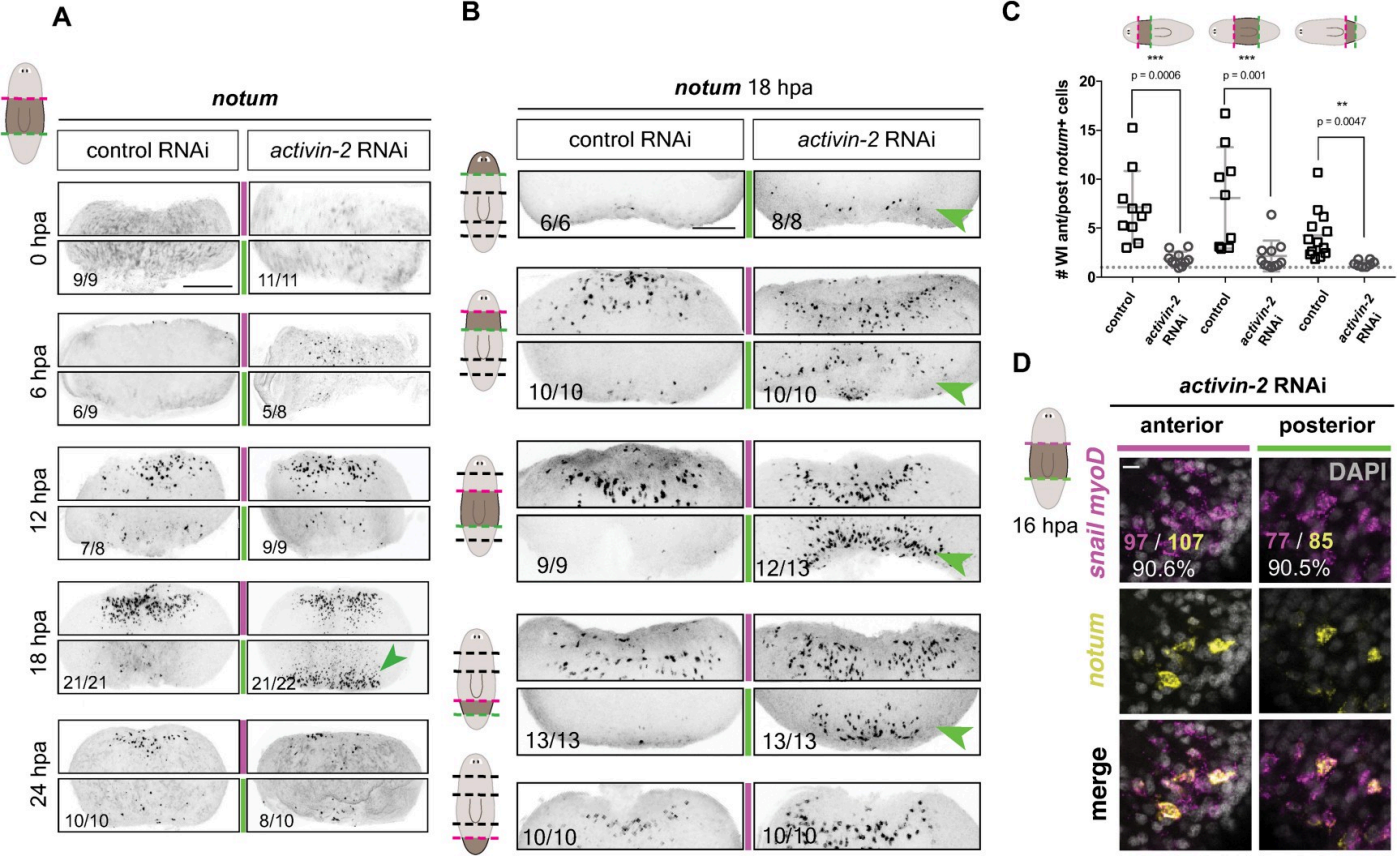
*activin-2* promotes the polarized response of longitudinal muscle fibers to wound orientation independent of AP-axis position. (A) Increased *notum* is seen at posterior-facing wounds specifically at 18 hours post amputation. (B) FISH shows increased *notum* expression at posterior-facing wounds across the AP axis. Animals were amputated into five fragments and assayed at 18 hours post amputation. (C) Graph shows quantification for (B). Data are shown as the ratio of *notum*+ cells found at anterior-facing versus posterior-facing wounds of a given piece. Kruskal-Wallis (one-way ANOVA on ranks) test with multiple comparisons was performed to determine *P* values. (D) FISH shows co-expression of wound-induced *notum* and *myoD*, *snail* at anterior- and posterior-facing wounds in *activin-2* RNAi animals. Number of *myoD/snail+* cells that co-localize with *notum* (magenta) out of total *notum*+ cells (yellow). White number, percentage of *notum+* cells that are longitudinal fibers. All images are anterior up. Scale bars, 200 μm, except for high magnification panels in where they represent 10 μm.

Wound-induced *notum* expression at anterior-facing wounds in wild-type animals occurs specifically in longitudinal muscle cells, which are oriented along the AP axis and express *myoD* and *snail* [22]. Ectopic *notum* expression at posterior-facing wounds of *activin-2* RNAi animals was similarly specific to *myoD*^*+*^/*snail*^+^ cells (Fig 4D). These findings are consistent with the possibility that biology intrinsic to longitudinal muscle is responsible for generating *notum-*expression polarity at wounds, and that *activin-2* is required for this process.

### *activin-2* promotes the local polarized response of newly specified longitudinal muscle fibers to wound orientation

Because the loss of *notum* polarity in *activin-2* RNAi animals was observed at 21 but not at 7 and 14 days post-RNAi initiation, we considered the possibility that *activin-2* was required during muscle cell turnover to maintain regeneration polarity. In this scenario, it would take time for a substantial number muscle cells at posterior-facing wounds to have been generated in cell turnover under *activin-2* RNAi conditions to observe ectopic *notum* expression. *activin-2* transcripts were significantly reduced by 7 days RNAi by qPCR (S5B Fig). Because neoblasts are the only cycling somatic planarian cells [51–54], EdU labeling marks a subset of newly formed cells originating from neoblasts. Consistent with the possibility that *activin-2* RNAi affected the ability of newly made longitudinal muscle cells to display polarity, EdU labeling showed that *notum*^+^ longitudinal fibers at anterior- and posterior-facing wounds in *activin-2* RNAi animals included newly generated cells (Figs 5A and S5C).

**Fig 5:**
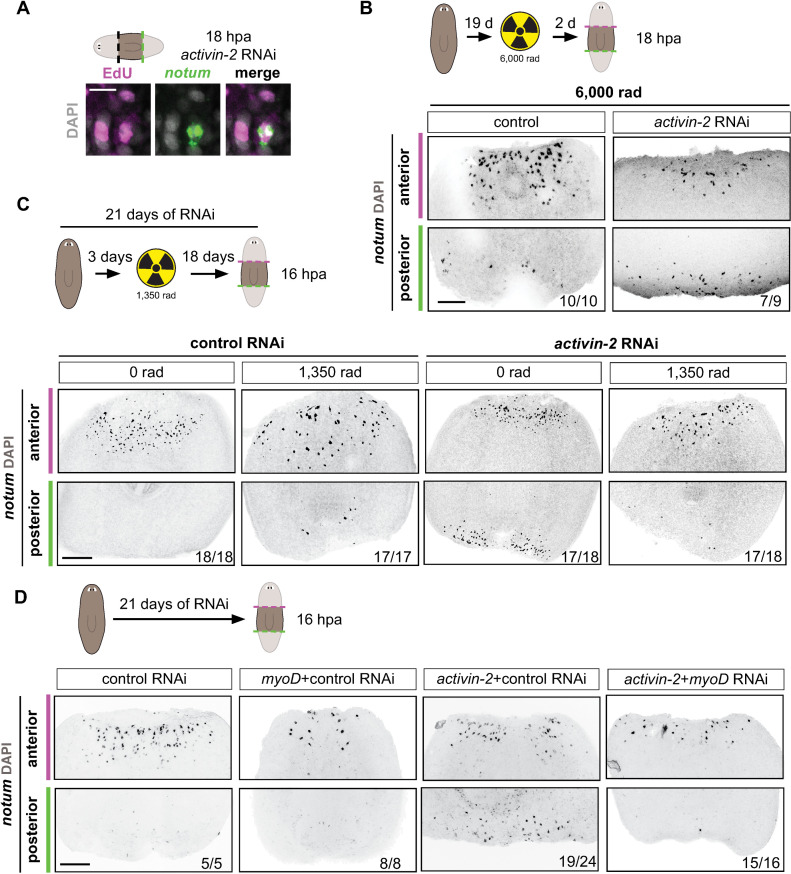
*activin-2* promotes the polarized response of newly specified longitudinal muscle fibers to wound orientation. (A) EdU incorporation in *notum+* cells at posterior-facing wounds in an *activin-2* RNAi animal. Lower magnification in S5A. (B) Top: cartoon shows the experimental design. Bottom: FISH shows *notum* expression at 18 hours post-amputation 21 days after the first RNAi feeding in lethally irradiated (6,000 rads) animals. (C) Top: cartoon shows the experimental design. Bottom: FISH shows *notum* expression at 18 hours post-amputation 21 days after the first RNAi feeding where a sublethal dose of irradiation (1,350 rads) was given 19 days prior to amputation. (D) Top: Cartoon showing experimental design. Animals were fed every 3 days. Animals were fed either control or *activin-2* dsRNA for feeding 1, 2, 3, 5, and either *myoD* or control for feeding 4. Bottom: FISH shows *notum* expression at 18 hours post-amputation 21 days after the first RNAi feeding. Magenta, anterior-facing wounds; green, posterior-facing wounds. All images are anterior up. Scale bars, 200 μm, except for high magnification panels in where they represent 10 μm.

To further explore this possibility, we first utilized irradiation, which can reduce or eliminate neoblasts [55,56]. As a control, lethal irradiation (6,000 rads) two days prior to amputation eliminated neoblasts acutely in *activin-2* RNAi animals and wound-induced *notum* was still symmetric (Figs 5B and S5D). Neoblasts are therefore not acutely required for wound-induced *notum* expression at *activin-2* RNAi posterior-facing wounds. Sublethal irradiation causes a reduction in neoblasts, which was used to decrease cell turnover while allowing animals to survive for a long enough period of time to observe the impacts of reduced cell turnover. Animals were sublethally irradiated (1,350 rads) after 3 days of RNAi to severely reduce but not eliminate neoblasts, and amputated at 21 days of RNAi. These *activin-2* RNAi animals displayed a marked decrease in posterior-facing *notum* expression compared to unirradiated controls or to lethally irradiated (6,000 rads) animals (Figs 5C and S5D and S5E). This is consistent with the possibility that irradiation blocked the formation of new muscle cells in *activin-2* RNAi animals and that it is the newly differentiated muscle cells that display ectopic *notum* expression at posterior-facing wounds.

We also tested whether muscle cell turnover is required for the loss of *notum* asymmetry in *activin-2* RNAi animals by using RNAi of *myoD*. *notum* is wound-induced in longitudinal muscle cells and *myoD* is required for new longitudinal muscle cell production in tissue turnover [22]. Therefore, RNAi of *myoD* causes a gradual decline in longitudinal muscle because new muscle cells fail to form and replace dying muscle cells during tissue turnover. Concurrent inhibition of *myoD* and *activin-2* RNAi, to inhibit new muscle production, robustly blocked ectopic *notum* expression at posterior-facing wounds (Fig 5D); i.e., *notum* expression asymmetry (stronger at anterior-facing wounds) was present despite *activin-2* RNAi. In this experiment, wound-induced *notum* expression was also decreased but not gone at anterior-facing wounds, as expected. There were similar levels of *activin-2* transcript reduction between conditions (S5F Fig). The suppression of the *activin-2* RNAi phenotype with irradiation or *myoD* RNAi further suggests that the *activin-2* phenotype involves defects in the ability of newly generated longitudinal muscle cells to display asymmetry in *notum* activation at wounds.

### Anterior axis splitting in *activin-2* RNAi animals is associated with the formation of two anterior poles

By 48-72h post-amputation, the anterior pole forms at the pre-existing midline where it acts as a signaling center to influence ML and AP pattern in the blastema [23,24,26,57,58]. This time of regeneration is subsequent to the generic wound-response phase when *notum* is activated at anterior-facing wounds in pre-existing muscle cells. The regenerating anterior and posterior poles are newly generated cells with fates specified to make pole cells by transcription factor expression (e.g., *foxD* for the anterior pole) in neoblasts [23–25].

At anterior-facing wounds, some *activin-2* RNAi animals displayed the nucleation of split anterior poles at 72 hpa (Fig 6A). Given the organizer-like role of anterior poles in promoting midline and AP pattern, this suggests split anterior pole nucleation resulted in double heads in anterior *activin-2* blastemas. This split pole defect, associated with head duplication in anterior blastemas, occurred primarily at the late RNAi time point (40 days) when animals displayed multiple body shape abnormalities including widening. Anterior pole cell numbers (*notum*^*+*^ and/or *foxD*^*+*^) were similar between control and *activin-2* RNAi uninjured animals at 21 or 40 days on RNAi, as well as in 72 hpa blastemas (S6A and S6B Fig). Some poles were not split but wider than in controls after 40 days of RNAi (S6B and S6C Fig).

**Fig 6:**
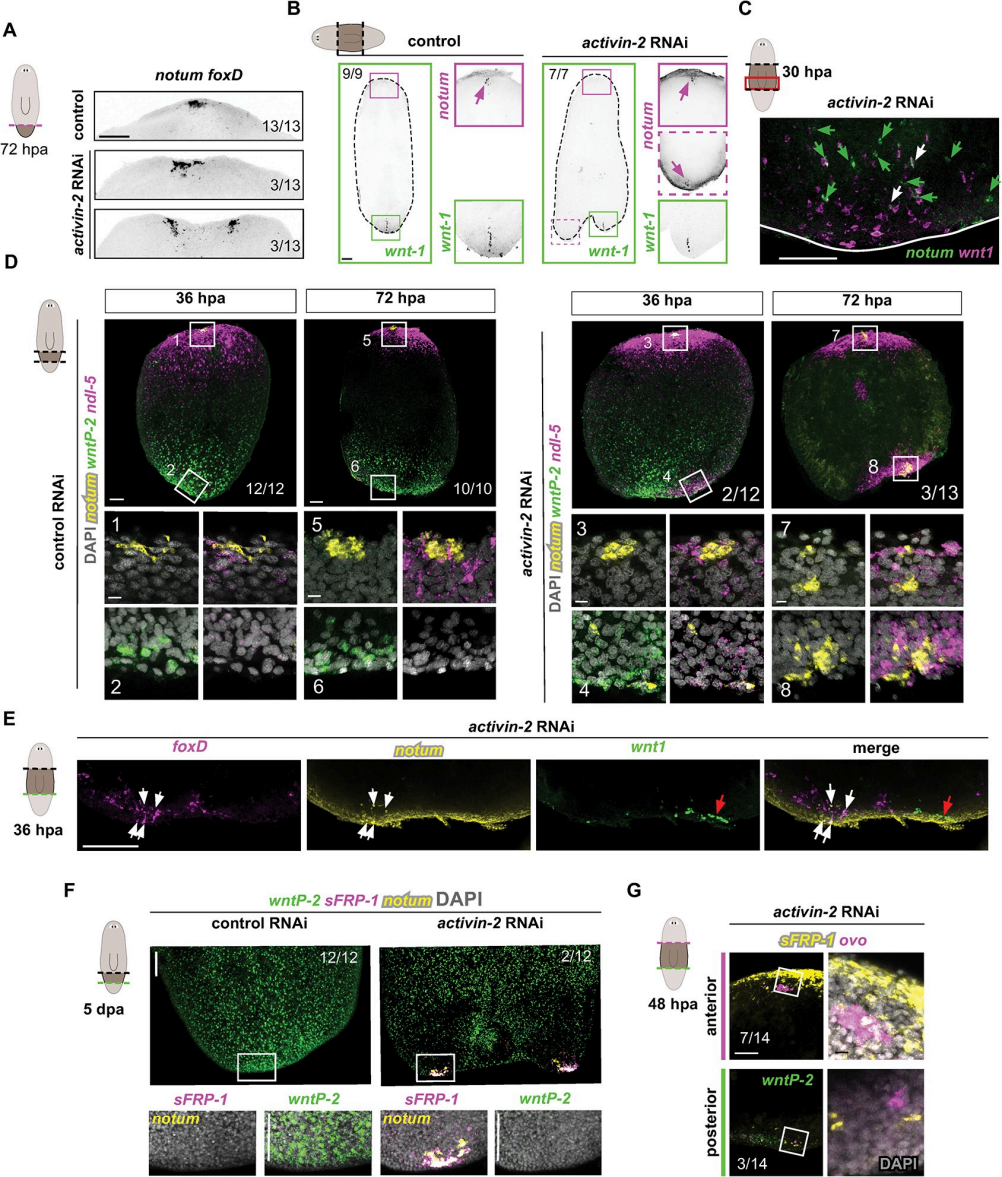
Ectopic wound-induced *notum* is correlated with the formation of an ectopic anterior pole in a Wnt-high environment. (A) FISH shows split anterior poles (*notum/ foxD+*) in 72 hours regenerating *activin-2* RNAi animals. (B) FISH show anterior (*notum*) and posterior (*wnt1*) pole markers at 12 days post amputation in *activin-2* RNAi animals. (C) FISH shows expression of *notum* and *wnt1* in the same posterior-facing wound of an a*ctivin-2* RNAi regenerating fragment at 30 hours post amputation. Green arrows show *notum+* cells. White arrows denote cells that co-express *notum* and *wnt1*. (D) FISH shows regenerating fragments resetting PCG (*ndl-5*, *notum*, *wntP-2)* expression and nucleating new anterior poles at different time points. *activin-2* RNAi animals show ectopic anterior poles at posterior-facing wounds. Boxes indicate high magnification images shown below. (E) FISH shows anterior pole markers (*notum* and *foxD*), and the posterior pole marker (*wnt1*) at the same posterior-facing wound of a regenerating fragment at 36 hours of regeneration. Zoom out seen in S7A Fig. (F) FISH shows posterior-facing wound of regenerating fragments at five days. Posterior related (*wntP-2*) and anterior related (*notum/sFRP-1*+) gene expression by FISH. (G) FISH shows *ovo+* eye progenitors and expression of anterior (*sFRP-1*) and posterior (*wntP-2*) PCGs at posterior-facing wounds of an *activin-2* RNAi animal. Boxes: zoom ins on the right. Magenta, anterior-facing wound; green, posterior-facing wound. Scale bars, 200 μm, except for high magnification panels in where they represent 10 μm.

Head blastema and anterior pole bifurcation is similar to the defect caused by RNAi of *nkx-1*.*1*, which is required for the maintenance of ML axis-oriented circular body wall muscle fibers [22]. *activin-2* is expressed in circular muscle fibers, and its expression therefore decreases with circular fiber loss [22]. This suggests that the blastema bifurcation phenotype of *nkx1*.*1* RNAi animals might be associated with reduced expression of *activin-2*. Furthermore, there was elevated wound-induced *notum* expression at the posterior-facing wounds of head fragments in *nkx1*.*1* RNAi animals (S6D Fig). During early regeneration (48 hpa) muscle was present at *activin-2* RNAi wound sites (S6E Fig) and *activin-2* RNAi animals contracted wounds to promote wound closure normally (S6F Fig).

### Ectopic wound-induced *notum* is correlated with the formation of an ectopic anterior pole in a Wnt-high environment

Posterior-facing wounds in *activin-2* RNAi animals always regenerated at least one posterior pole, but also displayed simultaneous production of discrete anterior and posterior poles (Fig 6B). At 30 hpa, *notum*^*+*^ and *wnt1*^*+*^ cells were present in variable, but intermingled distributions at posterior-facing wounds; at this time point positive cells could include both pole progenitors and cells with residual wound-induced expression. Foci of cells reflecting new poles were not yet present (Figs 6C and S7A). Despite the largely dispersed and intermingled pattern of cells expressing these genes at this early time point, two distinct foci of either anterior or posterior pole cells formed later in regeneration.

By 36–38 hpa the anterior PCGs *ndl-5* and *sFRP-1* were ectopically expressed in a locally clustered manner at posterior-facing wounds, prior to substantial ectopic anterior-pole coalescence (Figs 6D and S7B). *notum*^*+*^ cells were present at this time, and localized to the regions of *ndl-5* and *sFRP-1* expression. However, there were few *notum*^*+*^ cells and they were not yet coalesced into tight foci reflecting new poles. At this time (38 hpa), posterior PCG expression (*wntP-*2) was still broad at the wound, but was reduced in level locally in the region of ectopic anterior PCG expression clusters (Figs 6D and S7B). The *notum*^+^ cells at 36 hpa were *foxD*^+^, indicating that they were pole progenitors and/or pole cells (Fig 6E). *wnt1*^*+*^ cells at this time were also regional and no longer intermingled with *notum*^*+*^ cells. Instead, local and separate locations of *notum*^*+*^ and *wnt1*^*+*^ cells at the same wound face were emerging (Fig 6E). In summary, by around 36 hpa ectopic local anterior PCG expression in *activin-2* RNAi animals was associated with local reduction in *wntP-2* expression and early stages of ectopic anterior pole formation spatially separated from posterior pole cells.

By 48 hpa both *notum*^*+*^*; foxD*^*+*^ anterior poles and *wnt1*^*+*^ posterior poles showed increased emergence at different locations (S7C Fig). By 72 hpa, all *notum*^+^ ectopic anterior-pole cells at posterior-facing wounds had coalesced and the ectopic *ndl-5*^+^ regions were expanded and stronger (Fig 6D). At 5 dpa, regenerating animals still possessed a global posterior *wntP-2*^*+*^ zone, with *wntP-2* expression being only locally cleared near anteriorized regions (Fig 6F). Reduction of *wntP-2* expression near anterior PCG foci was stronger at 5 dpa than when initial anterior PCG expression was detected at 36 hpa. 

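The contigs of *wnt11-1* (dd_Smed_v6_14391_0_1) and *wntP-2* (dd_Smed_v6_7326_0_1) were read for posterior identity. In control RNAi, *wnt11-1* was counted at 26.2 RPM in the libraries labelled 0 hpa, 44.9 in those labelled 6 hpa, 13.2 at posterior-facing wounds labelled 18 hpa, 2.85 in those labelled 24 hpa and 20.8 in those labelled 48 hpa. In *activin-2* RNAi it was 12.6, 28.5, 16.6, 9.54 and 10.4 in the same order. For *wntP-2* the control RNAi values were 39.7, 41.3, 28.4, 13.1 and 31.7 RPM, and those in *activin-2* RNAi were 30.7, 36.8, 33.6, 31.3 and 19.1. Between the arms, *wnt11-1* was lower in *activin-2* RNAi in the libraries labelled 0 hpa (adjusted p = 0.0325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in those labelled 6 hpa at a log2 fold change of -0.61 (adjusted p = 0.0417) and in those labelled 48 hpa at -1.13 (adjusted p = 0.0140). The call in the libraries labelled 0 hpa was lost under DESeq2 (adjusted p = 0.143) and without control RNAi replicate 1 (adjusted p = 0.0707) or 2 (adjusted p = 0.0903). That in the libraries labelled 6 hpa was lost in the fit of all 12 groups (adjusted p = 0.129), without *activin-2* RNAi replicate 1 (adjusted p = 0.154) and without each control RNAi replicate (adjusted p from 0.0979 to 0.127). That in the libraries labelled 48 hpa was lost without control RNAi replicate 1 (adjusted p = 0.0581) or 3 (adjusted p = 0.0698). At labelled 24 hpa *wnt11-1* was higher in *activin-2* RNAi at 1.66 (adjusted p = 0.0392), a call that DESeq2 did not make at 1.56 (adjusted p = 0.254). It was also lost without each of the 6 libraries except control RNAi replicate 1 (log2 fold change from 1.24 to 1.75, adjusted p from 0.0537 to 0.149). There *wntP-2* was higher at 1.11 (adjusted p = 1.60e-04), and in the libraries labelled 48 hpa it was lower at -0.73 (adjusted p = 0.0115), a call lost without control RNAi replicate 2 (adjusted p = 0.0759) or 3 (adjusted p = 0.0663). Neither gene was called at posterior-facing wounds labelled 18 hpa, where the log2 fold change was 0.27 (adjusted p = 0.115) for *wnt11-1* and 0.18 (adjusted p = 0.136) for *wntP-2*. In RPM, however, all 4 *activin-2* RNAi libraries there lay above all 4 control RNAi libraries for both genes (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Without *activin-2* RNAi replicate 3, *wntP-2* was called there at 0.25 (adjusted p = 0.0320). The authors' deposited table, from DESeq, calls *wnt11-1* at labelled 0, 24 and 48 hpa (adjusted p = 3.28e-04, 2.36e-09 and 2.34e-05). It does not call *wnt11-1* at labelled 6 hpa (adjusted p = 0.0739). *wntP-2* is called in it at labelled 24 and 48 hpa (adjusted p = 1.73e-11 and 7.99e-04).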

In bulk RNA-sequencing data from *activin-2* RNAi animals, an increase in posterior identity at posterior-facing wounds occurred normally, consistent with the local nature of the phenotype and its incomplete penetrance (S7D Fig). These molecular analyses only identified three combinations of heads and tails at posterior-facing wounds in *activin-2* RNAi animals: tail only, tail-head, and head-tail-head.

These findings indicate the local nature of the patterning changes that occurred at *activin-2* RNAi wounds–with local anterior PCG expression in part of the blastema associated with locally reduced posterior PCG expression, and with ectopic anterior pole formation only occurring near the blastema region with focal anterior PCG expression. This explains how both heads and tails were able to regenerate from single posterior-facing wounds in *activin-2* RNAi animals. Furthermore, the percentage of *activin-2* RNAi animals with *ndl-5*^+^ and *notum*^*+*^ foci at posterior-facing wounds at 72 hpa (23.1%) (Fig 6D), or ectopic *foxD*^*+*^*/notum*^*+*^ poles (18.2%) (S7E Fig), was similar to that of animals with ectopic posterior heads (31.9%) (Fig 1D). This suggests that ectopic wound-induced *notum* might only result in posterior-facing heads when ectopic anterior PCG induction occurred and was associated with reduced local Wnt activity and anterior pole formation.

PCGs are hypothesized to influence the specialization choices of neoblasts [3]. For example, RNAi of *bmp4* results in dorsal epidermis-specialized neoblasts expressing ventral markers [59]. Consistent with this hypothesis, posterior-facing wounds in *activin-2* RNAi animals had local eye-specialized neoblasts (*ovo*^+^) at 48 hours post-injury (Figs 6G and S7F). The location of these progenitors was proximal to anterior-PCG *sFRP-1*^+^ cells, suggesting that local changes in Wnt signaling led to local alteration in the fate choices of neighbouring neoblasts and the regeneration of posterior-facing head cell types that could organize into an ectopic posterior head.

## Discussion

Pattern formation is the process of specifying the identity and organization of cells in spatial arrangements. Patterning in regeneration initiates at wound faces that are unpredictable in location and shape, involves production of variable combinations of missing cell types, and involves patterning of new tissue in the context of pre-existing mature tissues. These unique challenges suggest the existence of regeneration-specific patterning mechanisms. The resetting of the expression domains of patterning genes in muscle after injury has been proposed to drive planarian regeneration [3,22,30]. How patterning gene expression domains are reset after injury is poorly understood, but involves wound signaling. *notum* encodes a Wnt antagonist and is unique among known wound-induced genes in being preferentially activated at anterior- over posterior-facing wounds, where it promotes head identity [12]. How the polarity of wound-induced *notum* is established has remained unknown, but occurs in longitudinal (AP axis-oriented) muscle fibers [22]. One model is that some prior property of adult tissue, "polarity", is a pre-existing architectural cue leveraged by wounds to trigger asymmetric outcomes for anterior-facing and posterior-facing blastemas.

Prior work on regeneration polarity has identified components of Wnt signaling as required for the head-versus-tail regeneration outcome [5–7,9,10,12]. However, in *APC* RNAi animals, which have upregulated Wnt signaling [6], the asymmetry of *notum* activation at anterior-facing over posterior-facing wounds remains [12]. Wnt signaling itself might therefore not be a direct regulator of the polarity mechanism that enables asymmetric *notum* activation at wounds. Similarly, Hedgehog signaling is known to impact the head-versus-tail regeneration decision in planarians [60, 61]. *hedgehog* RNAi animals fail to regenerate tails [60–62] and RNAi of *patched*, which causes upregulation of the Hedgehog pathway, causes regeneration of tails in place of heads [60,61]. However, *patched* RNAi does not impact the asymmetric activation of *notum* at wounds [12]. Therefore, no signaling pathway is as yet established to be required for this upstream most polarity step in the process of head regeneration. Here, we found that Activin signaling is required for AP regeneration polarity, involving a requirement for wound-induced *notum* asymmetry. *activin-2* inhibition had no detectable impact on the ability of homeostatic Wnt signaling to maintain AP PCG expression, consistent with the possibility that Activin impacts some process required for regeneration polarity but not homeostatic maintenance of the order of existing PCG expression patterns. Our data indicate that *activin-2* affects the ability of newly specified longitudinal muscle cells to be regeneration polarity competent. Perturbing muscle production, such as with *myoD* RNAi, does not cause loss of *notum* expression polarity in remaining fibers; furthermore, longitudinal fiber number was normal in *activin-2* RNAi animals with polarity defects. Therefore, the requirement for *activin-2* in regeneration polarity is not simply explained by a defect in longitudinal muscle production. One hypothesis is that longitudinal muscle cells have AP polarity and that this orientation impacts the asymmetry of wound-induced *notum* expression. Inhibition of Activin could perturb the polarization of newly synthesized longitudinal muscle or a different process essential for the capacity of longitudinal muscle to properly regulate *notum* activation asymmetrically. Future work could aim to understand the relation between *activin-2* signaling and asymmetric processes that result in longitudinal muscle displaying preferential activation of *notum* at anterior over posterior-facing wounds.

Ectopic *notum* expression at posterior-facing wounds in *activin-2* RNAi animals was associated with ectopic anterior PCG expression, local reduction of posterior *wnt* expression, and ectopic anterior pole formation (Fig 7). Unexpectedly, this phenomenon could result in the simultaneous formation of discrete anterior and posterior poles and a head and a tail emerging from individual posterior-facing wounds. We propose that ectopic wound-induced *notum* expression can result in some anterior PCG activation, and that this can in some but not all cases lead to tipping points of local stable anterior identity. Why stable anterior PCG activation appears localized to only a region of the posterior-facing blastema and in only some animals is not fully understood. However, one possibility is that there is variability in how much anterior PCG activation is caused by ectopic *notum* expression at posterior-facing wounds. Local tipping points could then be stochastically reached, with sufficient anterior PCG expression resulting in more anterior PCG expression in new muscle cells. Such a self-reinforcing process could ultimately be stabilized by formation of an anterior pole from neoblasts choosing an anterior pole fate near anterior PCG expression foci. With a nucleated anterior pole, local posterior PCG expression inhibition and stable anterior PCG expression would occur. In many cases, a tipping point would not be reached, with posterior PCG expression dominating the entire wound and no ectopic anterior pole(s) forming. *notum* does not turn on as early at *activin-2* RNAi posterior-facing wounds as it does at wild-type anterior-facing wounds, possibly explaining why this process is less robust than wild-type head formation. There could also be additional mechanisms that distinguish anterior- and posterior-facing wounds. Regardless, in essentially all cases involving ectopic anterior pole formation at posterior-facing wounds in *activin-2* RNAi animals, posterior pole formation also occurred–anterior identity foci formation might have only been compatible with posterior pole formation when it was sufficiently spatially separated from it.

**Fig 7:**
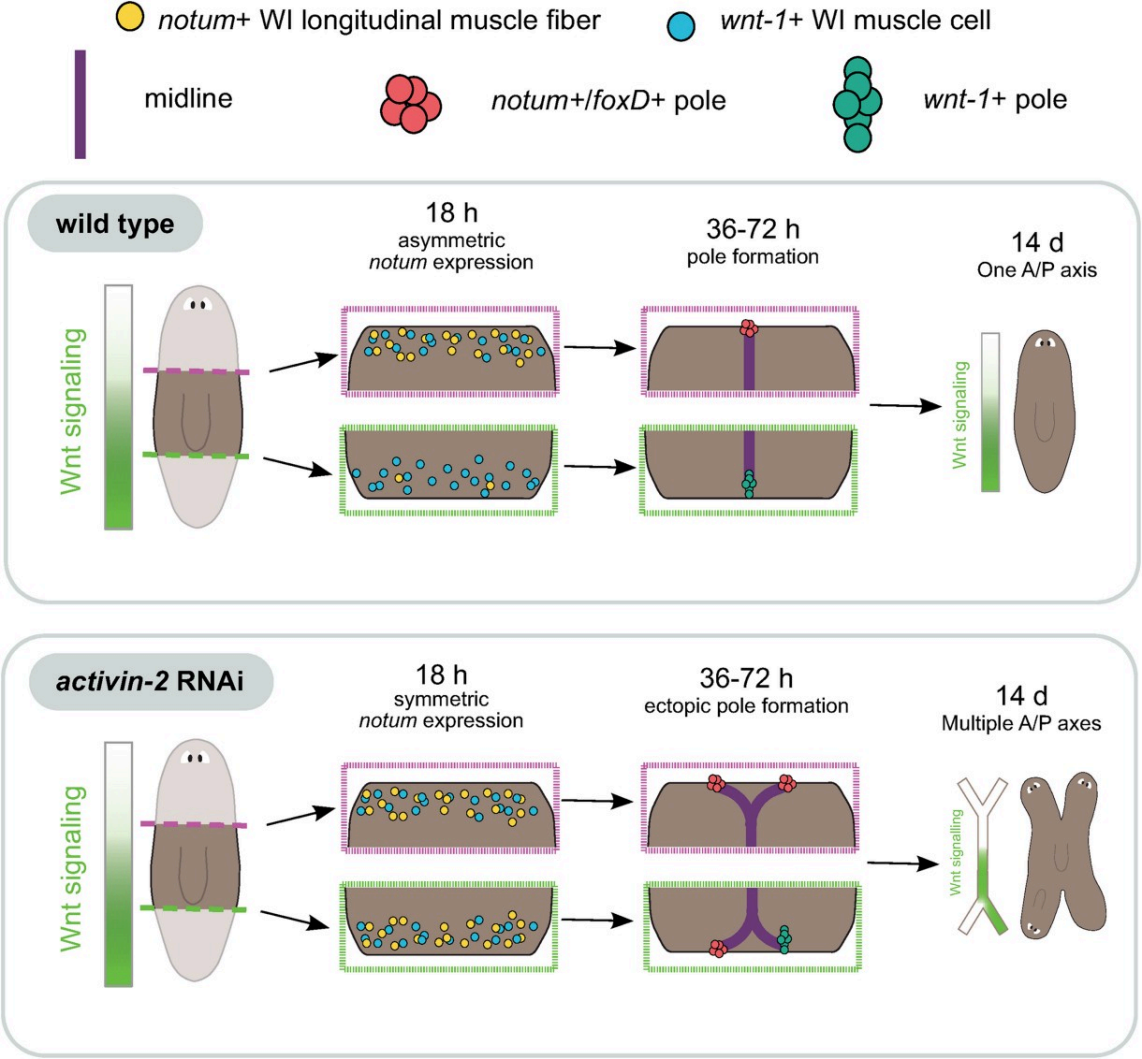
*activin-2* RNAi animals display a regeneration-specific polarity defect in patterning correlated with a loss of wound-induced *notum* polarity. Model of regeneration with *activin-2* RNAi defects depicted. Animals possess a *wnt* expression gradient from posterior to anterior. Upon amputation in *activin-2* RNAi animals, *notum* wound-induced gene expression (6–24 hr) is no longer spatially restricted to the anterior. Multiple midlines and poles can form, including anterior poles at the posterior-facing wound (36-72 hpa). Posterior identity is maintained in regenerated animals, with ectopic anterior axes (14 d).

At anterior-facing wounds, *activin-2* was required for the pattern of nucleation of the anterior pole, with inhibition of *activin-2* causing the occasional nucleation of two poles. The regeneration-specific head-splitting aspect of the *activin-2* RNAi phenotype was temporally correlated with midline widening and nucleation of multiple poles. These processes requiring *activin-2 –*wound-induced *notum* activation and the *de novo* nucleation of poles–are two processes unique to regeneration as compared to tissue turnover (Fig 7).

Activin signaling has been implicated in several processes in planarian biology from prior work. Inhibition of planarian *follistatin*, which encodes a conserved Activin inhibitor, can cause head regeneration failure when amputation occurs in the posterior [27,28,30]. This is associated with regulation of the levels of wound-induced *wnt1*, and *activin-1* RNAi can suppress this phenotype [30]. Furthermore, *follistatin* RNAi causes a defect in the missing tissue response and this defect is also suppressed by RNAi of either *activin-1* or *activin-2* [28]. *follistatin* is activated by wound signaling [27,28,30], and these findings implicate inhibition of Activin by Follistatin in setting the levels of wound-induced *wnt1* and in promoting the missing tissue response. *notum* expression was not determined to be aberrant in *follistatin* RNAi animals [30], unlike the case for *activin-2* RNAi animals. Our data suggests that *activin-2* does not regulate *notum* wound-induced levels *per se*, but specifically is required to prevent *notum* from being activated at posterior-facing wounds. *follistatin* RNAi should result in increased Activin-2 signaling and might therefore simply result in increased Activin-2-mediated promotion of polarity, with polarity therefore being normally generated. Inhibition of an Activin receptor-encoding gene can result in ectopic pharynges (*ActR-1*, dd_3426*)* [27] and anterior head splitting (ActR-1, dd_3426) [35]. However, Activin signaling was previously not known to regulate regeneration polarity at posterior-facing wounds. Together these findings highlight the prominent role of Activin in regulating processes at planarian wounds associated with key steps of regeneration.

Pattern formation in development involves prominent signaling pathways, including different Tgf-β signaling pathways. Tgf-β signaling ligands are subdivided into two major groups, which signal through different receptors and Smad-family proteins: (i) Bmp and (ii) a group including Activin, Myostatin, Tgf-β, and Nodal. Multiple of these signaling ligands have important roles in patterning embryos. For example, Bmp patterns the dorsal-ventral axis of embryos throughout the animal kingdom [63]. Bmp also patterns the adult planarian DV axis [64–66]. Among the other ligand group, Nodal has major roles in the specification and patterning of embryonic mesendoderm and in the development of left-right asymmetry [67–72]. By contrast, the Activin-Follistatin pathway has not been identified as a major regulator of patterning in animal development and instead is more prominently associated with non-patterning or adult processes [72,73]. In zebrafish heart and fin regeneration, the Activin pathway ligand-encoding gene *inhbaa* and the Activin receptor-encoding *alk4* gene are expressed at wounds and are required for proper regeneration [38,39]. In mice, *follistatin* and *activin* are expressed at dermal wounds [37,46] and have roles in repair [74,75]. In axolotls, a Follistatin-like molecule, *kazald-1* is specifically expressed in the adult regenerating limb and is required for regeneration [76]. Activin and the related Myostatin also have roles in adult homeostatic processes providing, for example, inter-organ humoral signals to regulate fat body and endocrine functions [47,48,77–79]. These findings raise the possibility that the Activin-Follistatin signaling pathway has broad roles in adult biology that are conserved in evolution, including in wound repair and regeneration. The many and distributed expression locations of *activin-2* in planarians are consistent with the possibility that Activin might, similar to the case in other organisms, have a broad-acting (rather than only local) signaling role [73]. Our findings suggest some of these roles can include regeneration-specific pattern-initiating processes, and that Activin signaling might prove to be a major regulator of regeneration in animals. This will be an important possibility to explore in multiple additional regenerative organisms.

In conclusion, an Activin-family signaling ligand has essential roles in events occurring at wounds that initiate pattern in planarian regeneration. Disruption of these processes leads to body plan aberration with animals regenerating multiple heads and heads formed with reversed polarity. Activin is required for the earliest known step in establishing head-versus-tail regeneration–the polarized expression of *notum* that is selective for anterior-facing wounds. We suggest that Activin signaling is an important regulator of Wnt signaling at wounds to promote pattern in whole-body regeneration.

## Methods

### Double-strand RNA synthesis and RNAi

dsRNA was synthesized using *in vitro* transcription reactions (Promega) using PCR-generated templates with flanking T7 promoters (TAATACGACTCACTATAGGG). 16 ul of template reaction was mixed with 1.6 ul of each rNTP (100 mM); 0.6 ul dithiothreitol (1M DTT); 4 ul T7 polymerase; and 24 ul of 5x Transcription buffer. Reactions were incubated overnight at 37°C. Forward and reverse reactions were then combined, followed by ethanol precipitation, resuspension in 30 ul of water and annealing (95°C for 5 minutes, room temperature for 20 minutes). dsRNA concentration was between 5–8 ug/ul. Animals were fed twice per week using a ~2:1 ratio of homogenized calf liver to dsRNA (13 ul dsRNA, 26 ul of calf liver, and 1 ul of dye per aliquot). At each feeding excess food was added to each dish so that not all food was finished; approximately 4 ul per worm. In all cases, animals were fixed seven days after the last feeding. For regeneration and RNA-seq experiment, animals were amputated one week after the last RNAi feeding. Contraction experiments placed some amputated animals directly into 100% modified Holtfreter’s solution (3.5 g/L NaCl, 0.2 g/L NaHCO_3_, 0.05 g/L KCl, 0.2 g/L MgSO_4_, 0.1 g/L CaCl_2_, pH 7.0–7.5) to inhibit muscle movement as a negative control for wound contraction.

### Fixation

Animals were killed in 5% N-acetyl-cysteine (NAC) in PBS for 3 minutes before fixation in 4% formaldehyde in PBSTx (PBS + 0.3% Triton X-100) for 15 minutes. Fixative was removed and worms were rinsed with PBSTx. Animals were dehydrated and stored in methanol at -20°C.

### Whole-mount fluorescence *in situ* hybridizations and immunostainings

RNA probes were synthesized using *in vitro* transcription reactions (Promega) and whole-mount FISH was performed as previously described (King and Newmark 2013), with minor modifications. Briefly, animals were rehydrated, bleached in a formamide based solution on a light table and treated with proteinase K (2 μg/ml). Following overnight hybridizations, samples were washed twice in each of pre-hybridization buffer, 1:1 pre-hybridization-2X SSC, 2X SSC, 0.2X SSC, PBS with Triton-X (PBST). Subsequently, blocking was performed in 0.5% Western Blocking Reagent (Roche, 11921673001) and 5% inactivated horse serum PBSTx solution and anti-DIG, anti-DNP, or anti-FITC antibodies were used overnight at 4°C. Washes and tyramide development were as previously described. Peroxidase inactivation with 1% sodium azide was done for 90 minutes at room temperature. An anti-muscle mouse monoclonal antibody 6G10 was used in a 1:1,000 dilution, and an anti-mouse Alexa-488 conjugated antibody (Life Tech) was used in a 1:500 dilution. Samples were stained with DAPI overnight (Sigma, 1 mg/ml in PBSTx). Nitroblue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP) colorimetric whole-mount in situ hybridizations (ISH) were performed as described[80].

### Imaging

Fluorescence images were taken with a Zeiss LSM700 Confocal Microscope using ZEN software or with a Leica SP8 Confocal Microscope. Image analysis was performed using Fiji/ImageJ. For each channel, histograms of fluorescence intensity were used to determine the cut-off between signal and background. All FISH images are representative of all images taken in each condition. Light images were taken with a Zeiss Discovery Microscope. Cell counting was performed manually after blinding control and experimental conditions.

### RNA-seq experiments

Total RNA was isolated using Trizol (Life Technologies) from animal fragments. Libraries were prepared using the Kapa Stranded mRNA-Seq Kit Illumina Platform (KapaBiosystems). Libraries were sequenced on an Illumina Hi-Seq. Libraries were mapped to the dd_Smed_v6 transcriptome (http://planmine.mpi-cbg.de); using bowtie v1.1.2 with -best alignment parameter. The number of mapped reads per contig in every cell was quantified using the coverageBed utility from the bedtools v2.26.0 suite and reads from the same isotig were summed to generate raw read counts for each transcript. Pairwise differential expression analysis was performed using DESeq2. Expression values from DESeq normalization were scaled, row-wise, to generate z-scores for heatmaps and visualized using the pheatmap package. Significance is reported as padj values, with padj < 0.05 used as a cutoff.

### Irradiation

Animals were irradiated using a dual Gammacell-40 137 cesium source to deliver either 1350 or 6,000 rads.

### EdU delivery and labeling

Animals were fed EdU (Sigma #T511293) diluted in liver to 0.5 mg/ml and 1% DMSO. Following feeding, animals were incubated in 5g/L Instant Ocean until fixation. Animals were processed using the FISH protocol with a modified EdU labeling step after probe hybridization. Animals were incubated in the dark for 30 min in an azide click reaction containing 1% 100 mM CuSO_4_, 0.1% 10mM azide-fluorophore 545 (Sigma #MKCH3642), 20% 50 mM ascorbic acid from (+) sodium-L-ascorbate in PBS. Ascorbic acid was made fresh for each reaction. After EdU labeling animals were washed in PBSTx 3x and FISH protocol was continued.

### Quantification and statistical analysis

Statistical analyses were performed using the Prism software package (GraphPad Inc., La Jolla, CA). Comparisons between the means of two populations were done by a Student’s t test. Comparisons of means between multiple populations were done by one-way ANOVA test followed by Dunnett’s multiple comparison test was used when analyzing more than two conditions. Significance was defined as p < 0.05. Statistical tests, significance, data points, error bars and animal numbers (n) for each figure are provided in the legends.

### qPCR

Total RNA was isolated using Trizol (Life Technologies) from animal fragments. *activin-2* primers were designed to include both a portion of the dsRNA construct and the rest of the endogenous gene in order to avoid amplification of dsRNA. Primers for *activin-2* amplification are as follows: tccaatcatgcttctcaaagga and tcaactggattggccataattg. The SuperScript III Reverse Transcriptase kit (Invitrogen) was used to create cDNA from 500 ng of RNA input. CT values were calculated as the average of three technical replicates. These values were then normalized to the housekeeping gene *g6pd* (S2A Fig) or *gapdh* (S5B and S5F Fig) in order to calculate the ΔCt. -ΔΔCt values were calculated by measuring the difference of a given ΔCt to that of control replicates. 2^-ΔΔCt^ values are plotted as data in a bar graph, along with the standard deviation for each set of values.

## Supporting information

S1 Fig Phylogenetic analysis of *Schmidtea mediterranea activin-2*. Related to Fig 1. (A) Phylogenetic tree for the placement of *Schmidtea mediterranea activin-2*. Bayesian analysis of TGF- superfamily ligand proteins with a focus on Activins and Myostatins, where BMP-2/4 is used as an outgroup across species. Percent posterior probability is indicated at nodes. Smed (*Schmidtea mediterranea*), Nve (*Nematostella vectenesis*), Mmu (*Mus musculus*), Bfl (*Branchiostoma floridae*), Sko (*Saccoglossus kowalevskii*), Lgi (*Lottia gigantea*). In *Mus musculus* genes that contribute to Activin proteins are called *inhibin*, we used this nomenclature in the tree. Protein sequences are provided in S1 Data.
(PDF) Click here for additional data file.

S2 Fig Characterization of the *activin-2* RNAi phenotype. Related to Fig 1. (A) RNAi control. Transcript abundance for TGF-β ligands and *follistatin* from bulk sequencing expression data in control and *activin-2* RNAi animals. RPM is reads per million. Data is three replicates of a post-pharyngeal fragment. Related to S2 Data. (B) Regenerating *activin-2* RNAi animals after 40 days of RNAi, and 14 days post amputation. The three representative images show examples of (Left) anterior axis bifurcation, (Middle) parapharyngeal bulging indicative of ectopic pharyngeal tissue; (Right) posterior axis bifurcation and loss of polarity resulting in ectopic posterior heads. (C) Negative results related to 1C. FISH shows (left) CNS (*chat*^*+*^) and mouth and esophagus (*NB*.*22*.*1e*) and (right) PCG expression (midline *slit*^*+*^; anterior *sFRP-1*^*+*^). Yellow arrow shows ectopic posterior mouth tissue. (D) DAPI shows intact (Left) and regenerated (Right) animals develop ectopic pharynges. Red arrows show anatomy. Phx = pharynx. (E) Intact *activin-2* RNAi animals develop ectopic pharynges (Top) and ectopic mouth tissue (Bottom). At 21 days RNAi, 5/7 animals display an anteriorly expanded dd_554 domain, and a 6/7 display posteriorly expanded NB.22.1e domain. At 40 days RNAi, all animals assayed display ectopic pharynges and mouth tissue. (F) Ectopic pharynges express the transcription factor *foxA*, dd_554, and are connected to the (6G10+) muscularized gut by an NB.22.1e^+^ esophagus. 6G10 is a muscle antibody, other markers are RNA probes. (G) *activin-2* expression at 0 and 24 hours post amputation in a midbody piece. (H) t-SNE representation of clustered cells (dots) colored according to single gene expression or cluster assignment based on global gene expression. (Top left) 50,562 cells [50] obtained by Drop-seq are colored according to major planarian tissue type cluster assignment. (Top right) Each cell is colored and sized by the average normalized expression of *activin-2*. (Bottom) Muscle cells obtained by Smart-seq2 [51] are colored according to planarian muscle cluster assignment. *activin-2* expression is plotted on these cells. (I) (Top left) *activin-2* is expressed in *collagen-2*^+^ muscle cells in the body-wall (Bottom left) *activin-2* is expressed in *mp-1*^*+*^ muscle cells in the pharynx (Top right) *activin-2* is expressed in the intestine. (Bottom right) *activin-2* is highly expressed in an inner muscle wall of the pharynx, interior to *slit*^+^ cells. White shows co-localization. Scale bars represent 200 μm, except for high magnification panels in S1F (Left) where they represent 10 μm.
(PDF) Click here for additional data file.

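The legend does not name a time point, so all groups are given. In *activin-2* RNAi libraries labelled 0, 6, 24 and 48 hpa, *activin-2* was counted at 2.68 to 3.39, 2.25 to 3.09, 2.30 to 4.48 and 2.77 to 5.55 RPM over 3 libraries each. The control RNAi libraries had 37.2 ± 5.91, 42.8 ± 2.83, 51.2 ± 2.83 and 42.3 ± 2.65 (SD, n = 3). The log2 fold changes were -3.52, -3.92, -3.98 and -3.20, with adjusted p from 5.37e-08 to 5.55e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the *activin-2* RNAi libraries labelled 18 hpa the counts varied more, from 25.8 to 85.8 RPM at anterior-facing wounds and from 3.63 to 70.1 at posterior-facing wounds. The log2 fold changes were there 0.69 (adjusted p = 0.301) and -0.80 (adjusted p = 0.407). The value at posterior-facing wounds was -2.21 (adjusted p = 1.73e-04) without replicate 1 of the *activin-2* RNAi libraries. For *follistatin* (contig dd_Smed_v6_9584_0_1), the group means were between 20.0 and 22.6 RPM in control RNAi and between 12.9 and 15.8 in *activin-2* RNAi. Its log2 fold changes lay between -0.77 in the libraries labelled 24 hpa (adjusted p = 8.81e-04) and -0.47 in those labelled 0 hpa (adjusted p = 0.0603), and the other 4 comparisons were called with adjusted p from 8.82e-04 to 0.0280. The *follistatin* calls at 18 hpa and in the libraries labelled 24 hpa held with each library left out in turn. The call in the libraries labelled 6 hpa was lost without replicate 1 or 2 of either arm (adjusted p from 0.0896 to 0.101), and that in the libraries labelled 48 hpa without *activin-2* RNAi replicate 1 (adjusted p = 0.0555) or any control RNAi replicate (adjusted p from 0.0535 to 0.119). At labelled 0 hpa *follistatin* was called without *activin-2* RNAi replicate 2, at -0.61 (adjusted p = 0.0280). The ligand *inhibin-1* (contig dd_Smed_v6_7607_0_1) was called in the libraries labelled 0 hpa at 0.60 (adjusted p = 0.0346), a call lost under DESeq2 (adjusted p = 0.0532) and without each library except control RNAi replicate 3 (adjusted p from 0.0510 to 0.206). In the 5 other comparisons its log2 fold change was between -0.20 and 0.56 with adjusted p from 0.0770 to 0.894, and it was called in the libraries labelled 24 hpa without control RNAi replicate 1, at 0.77 (adjusted p = 0.0208). The receptor gene *ActR-1* (contig dd_Smed_v6_3426_0_1) changed by log2 fold changes of at most 0.14 in size in all 6 comparisons (adjusted p from 0.425 to 0.977).

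**Figure D3:**
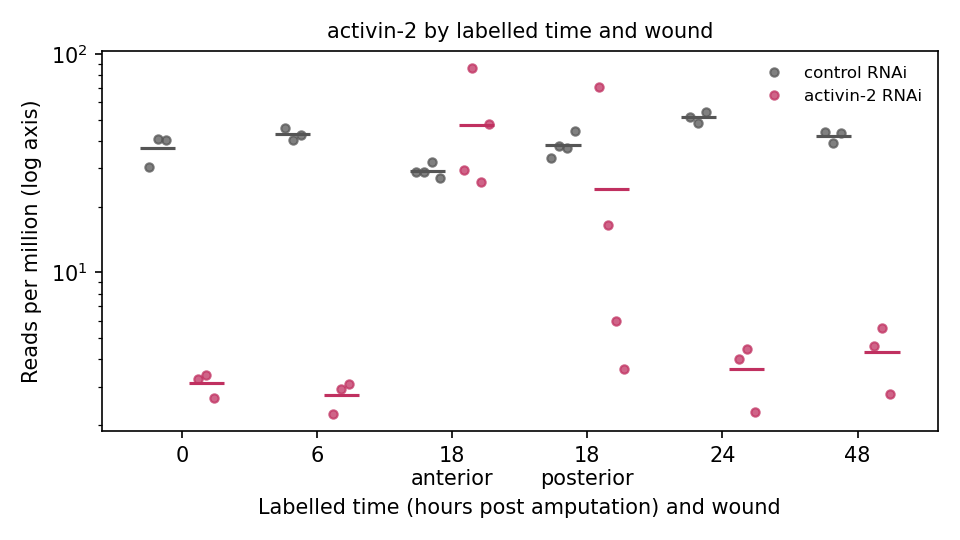
*activin-2* RPM (vertical axis, logarithmic) by labelled hours post amputation and wound orientation (horizontal axis) in control RNAi and *activin-2* RNAi. Each point is 1 library and the bars are group means, and the *activin-2* RNAi libraries lie far below control RNAi at labelled 0, 6, 24 and 48 hpa and spread from 3.63 to 85.8 at 18 hpa.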

S3 Fig Characterization of the *activin-2* RNAi intact animal pattern. Related to Fig 2. (A) Graphs show body width/length per animal at different time points. Width quantified at widest point of the animal. (B) Intact *activin-2* RNAi animals display proper PCG expression and pole presence at 21 days of *activin-2* RNAi along the AP axis by FISH. (Pink) Anterior restricted genes, (Green) posterior restricted genes. *act-2* is abbreviation for *activin-2*. (C) Quantification of PCG domain expression relative to animal length. The length to body ratio for *ndl-3* and *wntP-2* was blind scored following the landmarks show in the top left. Data are presented as mean +/- SD. A student’s t-test was performed to determine significance with a cutoff of p = 0.05. (D) Intact *activin-2* RNAi animal midline (*slit*^*+*^) gene expression at 21 days and 40 days by FISH. (E) Intact animal muscle fibres (6G10+) at 21 days and 40 days *activin-2* RNAi by immunofluorescence. 40 day RNAi animals display loss of orthogonal directionality of muscle fibres. (F) Intact *activin-2* animal muscle cell gene expression (*collagen-2*) at 40 days of *activin-2* RNAi by FISH. (G) Live images of intact control and *activin-2* animals at 60 days of RNAi. (H) (Left) Immunofluorescence (6G10) of control and *activin-2* animals showing muscle fibers, (Middle, Right) FISH of control and *activin-2* RNAi animals showing central nervous system *(chat)*, and PCGs (*ndl-3*, *wntP-2*) at 60 days of RNAi. (I) Intact *activin-2* RNAi animals display maintenance of restriction of the anterior pole maker *notum* at 60 days RNAi by FISH.
(PDF) Click here for additional data file.

S4 Fig Characterization of the *activin-2* RNAi animal wound response. Related to Fig 3. (A) Heatmap of top 100 muscle specific genes annotated in [19] from bulk sequencing of posterior-facing wounds at 0 hours post amputation after 21 days of either *activin-2* or control RNAi (three wound sites per replicate). Each gene is a row, and each replicate is a column. Related to S2 Data. (B) Heatmap of wound induced gene expression from bulk sequencing of posterior-facing wounds at 0, 6, 18, 24, and 48 hours post amputation, and anterior-facing wounds at 18 hours post amputation (three to four wound sites per replicate). Each gene is a row, and each replicate is a column. Related to S2–S4 Data. Top: known wound induced genes expressed in muscle (*notum*, *foxD*, *fst*, *inhibin-1*, *wntless*, *nlg-1*, *wnt1*), epidermis (*hadrian*), neoblasts (*runt-1)*, and broadly induced (*fos-1*). Bottom: known neoblast genes, expression increases indicate an increase in cycling cell number (C) Left: *in situ* hybridization of *activin-2* at 18 hpa, Right: carton showing DE-Seq result from bulk sequencing data that there is no significant difference in *activin-2* expression at 18 hpa between anterior- and posterior- facing wounds in control animals. (D-E) Wound-induced gene expression at 18 hours post amputation. Magenta denotes anterior-facing wound, and green denotes posterior-facing wound. (D) FISH shows genes that are expected to change given DEseq data. (F) Wound induced *foxD* expression is correlated to midline (*slit*^+^) width. *activin-2* RNAi animals have a marked increase in midline (*slit*^+^) width by 35 days, and *foxD* expression at 6 hours post amputation is increased to a similar width (ventral view). (G) *foxD* expression in *activin-2* RNAi animals is specific to longitudinal muscle (*myoD*^+^, *snail*^+^) at posterior-facing wounds by FISH. Pink number is number of *myoD/snail*^+^ cells co-localized with *foxD*. Yellow number is total *foxD*^+^ cells. White number is percent *foxD* cells that are longitudinal fibers. Scale bars represent 200 μm, except for the high magnification panel in S4G where they represent 10 μm.
(PDF) Click here for additional data file.

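Of these wound-induced genes, *foxD* could not be paired with a contig from the paper's tables or the deposited ones. The contigs used were dd_Smed_v6_11629_0_1 for *wntless*, dd_Smed_v6_14068_0_1 for *nlg-1*, dd_Smed_v6_3606_0_1 for *hadrian*, dd_Smed_v6_16222_0_1 for *runt-1* and dd_Smed_v6_2789_0_1 for *fos-1*. Between *activin-2* RNAi and control RNAi, 3 of the comparisons of these genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *hadrian* was higher in the *activin-2* RNAi libraries labelled 0 hpa, at 123 ± 53.9 against 44.5 ± 14.8 RPM (SD, n = 3), a log2 fold change of 1.48 (adjusted p = 0.0113), which was lost without control RNAi replicate 2 (1.36, adjusted p = 0.0517). Outside the called comparison, *hadrian* was called without 1 library in the libraries labelled 6 hpa (0.90, adjusted p = 0.0194, without *activin-2* RNAi replicate 3) and at 18 hpa (-0.90, adjusted p = 0.0409, without anterior-facing control RNAi replicate 2, and -0.89, adjusted p = 0.0356, without posterior-facing control RNAi replicate 4). *runt-1* was higher in the libraries labelled 48 hpa, at 31.4 ± 10.5 against 12.6 ± 0.877 RPM (SD, n = 3), a log2 fold change of 1.29 (adjusted p = 0.00412). *wntless* was higher in those labelled 24 hpa at 0.86 (adjusted p = 0.0295), and this call was lost without *activin-2* RNAi replicate 2 or 3 or control RNAi replicate 2 or 3 (log2 fold change from 0.63 to 0.90, adjusted p from 0.0500 to 0.132). For *fos-1* the log2 fold changes lay between -0.19 and 0.01 (adjusted p from 0.120 to 0.987, and a call of -0.26 with adjusted p = 0.00717 at posterior-facing wounds labelled 18 hpa without control RNAi replicate 4), and for *nlg-1* between -0.68 and -0.09 (adjusted p from 0.0606 to 0.788). From anterior-facing to posterior-facing wounds labelled 18 hpa in control RNAi, *hadrian* changed by -3.61 (adjusted p = 9.28e-08), *runt-1* by -1.76 (adjusted p = 3.34e-05), *fos-1* by -0.81 (adjusted p = 4.17e-05), *nlg-1* by -0.70 (adjusted p = 0.00311) and *wntless* by -0.46 (adjusted p = 0.0159). The *wntless* call was lost without anterior-facing replicate 3 (adjusted p = 0.0580) or posterior-facing replicate 1 (adjusted p = 0.0521). For none of these 5 genes was the interaction of RNAi and orientation called (adjusted p = 1.00 for each, with unadjusted p from 0.210 to 0.937).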

S5 Fig Characterization of symmetric wound-induced *notum* as turnover dependent. Related to Fig 5. (A) Wound-induced *notum* expression at posterior-facing wounds first appears after 21 days of RNAi (18 hpa) by FISH. (B) RT-PCR quantification of *activin-2* expression at 7, 14, and 21 days of *activin-2* or control RNAi. Relative expression is plotted as 2-ΔΔCT values. Data are plotted as mean ± S.D. NS if p>0.05. (C) Zoom out of EdU labeling with notum FISH seen in Fig 5A. Anterior- and posterior-facing wounds of *activin-2* RNAi are shown. Animals were fed with EdU once at day 15 of *activin-2* RNAi. (D) s*medwi-1* (neoblast marker) gene expression in different irradiation conditions performed in Fig 5B and 5C. Left: control with no irradiation, Middle: 18 days post 1350 rads, Right: three days post 6000 rads. (E) *activin-2* gene expression across conditions performed in Fig 4D and 4E. (F) RT-PCR for of *activin-2* for RNAi condition stated. Relative expression is plotted as 2-ΔΔCT values. Data are plotted as mean ± S.D. NS if p>0.05. Magenta denotes anterior-facing wound, and green denotes posterior-facing wound. Scale bars represent 200 μm.
(PDF) Click here for additional data file.

S6 Fig Ectopic anterior fates and ectopic *notum* is locally expressed. Related to Fig 6. (A) Number of pole cells (*notum*^*+*^ and/or *foxD*^*+*^*)* of (Left) intact animals at 21 days RNAi, (Middle) intact animals at 40 days RNAi, and 72 hpa (hours post amputation) animals at 40 days of RNAi. Student’s t-test used to determine statistical significance. NS is >p 0.05 *act-2* = *activin-2*. (B) FISH of poles (*notum*^*+*^ or *foxD*^*+*^*)* of intact animals at 40 days RNAi. (C) Quantification for Fig 6A. Width of control and *activin-2* RNAi animal poles (40 days of RNAi) at 72 hpa. Each datapoint is width of pole/width of wound face. NS >0.05. (D) *notum* expression at wounds in a head fragment and a midbody fragment after six weeks of *nkx1*.*1* (circular fiber transcription factor) RNAi. Green arrow shows elevation of posterior-facing *notum* at 18 hours post amputation. (E) Immunofluorescence (6G10) showing muscle fibers at posterior-facing wounds at 48 hpa. (F) Live images of animals showing wound contraction at 30’ post amputation. Holtfreter’s solution inhibits muscle contraction, and was used as a negative control.
(PDF) Click here for additional data file.

S7 Fig Ectopic anterior tissue forms at posterior-facing wounds in *activin-2* RNAi. Related to Fig 6. (A) FISH shows expression of anterior pole marker (*notum*), and posterior pole marker (*wnt1*) in the same posterior-facing wound (Left: also shows anterior-facing wound) of an *activin-2* RNAi regenerating fragment at 30 hours post amputation. Left: Magenta arrows show *wnt1* cells proximal to posterior-facing wound. Green arrows show *notum+* cells. White arrows denote cells that co-express *notum* and *wnt1*. 19 total animals were examined with varying FISH patterns; representative images of this experiment are shown here and in 7C. (B) FISH shows expression of anterior pole marker (*notum*), anterior PCG (*sFRP-1)*, and posterior PCG (*wntP-2*) in the same posterior-facing wound (B). (C) FISH shows expression of anterior pole marker (*notum*), and posterior pole marker (*wnt1*) in the same posterior-facing wound of an *activin-2* RNAi regenerating fragment at 48 hours. (D) Heatmap shows posterior PCGs and markers from bulk sequencing of posterior-facing wounds at 0, 6, 18, 24, and 48 hours post amputation, and anterior-facing wounds at 18 hours post amputation. Each gene is a row, and each replicate is a column. Related to S2 Data. (E) *foxD* and *notum* are co-expressed in the ectopic anterior pole at the posterior-facing wound of an *activin-2* RNAi animal fragment at 72 hours post amputation. (F) Lower magnification of image shown in Fig 7C denotes close proximity between *ovo*^+^ eye progenitors and the anterior PCG *sFRP-1* at a posterior-facing wound of an *activin-2* RNAi animal at 48 hours post amputation. Scale bars, 200 μm.
(PDF) Click here for additional data file.

S1 Data This file contains a list of protein sequences used in the phylogenetic analysis presented in S1 Fig. Each sequence is annotated with species and available information of deposited location. This file also contains the trimmed input for Bayesian analysis from row 21–68.
(XLSX) Click here for additional data file.

S2 Data This file contains bulk RNA-sequencing analysis for regenerating control and *activin-2* RNAi animals. The DESeq tool was used to calculate log2FC and p_adj_ for each condition. Each transcript is annotated with best BLAST hits.
(XLSX) Click here for additional data file.

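From the deposited counts, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 683 genes changed between *activin-2* RNAi and control RNAi in the libraries labelled 0 hpa (176 higher, 507 lower, of 16203 tested). It called 330 in those labelled 6 hpa (122 higher, 208 lower, of 16536). At 18 hpa it called 416 at anterior-facing wounds (121 higher, 295 lower, of 16019) and 1459 at posterior-facing wounds (515 higher, 944 lower, of 16346). In the libraries labelled 24 hpa 2021 genes were called (731 higher, 1290 lower, of 16200) and in those labelled 48 hpa 367 (78 higher, 289 lower, of 15725). Scaled by library size only, the genes higher and lower in *activin-2* RNAi were 111 and 302 in the libraries labelled 6 hpa, 893 and 709 at posterior-facing wounds labelled 18 hpa, 2466 and 832 in those labelled 24 hpa and 113 and 189 in those labelled 48 hpa, which moved each split by more than 10 percentage points. DESeq2 on the same counts called 663, 768, 575, 1207, 1756 and 479 in this order. With each library left out in turn, the count was between 64 and 720 in the libraries labelled 6 hpa, between 998 and 3049 in those labelled 24 hpa and between 113 and 1397 in those labelled 48 hpa. The authors' deposited table holds 656, 416, 474, 470, 1250 and 482 genes with an adjusted p under 0.05, of which 499, 236, 327, 463, 1199 and 267 were also called by edgeR. All of these shared genes had the same direction in both, apart from 2 in the libraries labelled 24 hpa and 1 in those labelled 48 hpa for which the deposited table holds no number as the log2 fold change. Between anterior-facing and posterior-facing wounds labelled 18 hpa, 2499 genes were called in control RNAi (1327 higher and 1172 lower at posterior-facing wounds, or 954 and 1830 scaled by library size only) and 3008 in *activin-2* RNAi (1556 higher and 1452 lower, or 1310 and 1664 scaled by library size only). An interaction of RNAi and orientation was called for 16 of 17011 genes, 8 in each direction. At posterior-facing wounds labelled 18 hpa, the largest falls among genes whose arms did not overlap were those of dd_496 at -3.93, dd_2786 at -2.70 and dd_950 at -2.69. At labelled 0 hpa the largest was that of dd_5496 at -4.36, in those labelled 6 hpa that of dd_496 at -3.44 (not called without replicate 1 of either arm, *activin-2* RNAi replicate 2 or control RNAi replicate 3, adjusted p from 0.0657 to 0.0973) and at anterior-facing wounds labelled 18 hpa that of dd_950 at -3.73. Contig dd_4046 had 0 reads in the *activin-2* RNAi libraries labelled 24 hpa and 309 in the control RNAi libraries, which makes it at least 107-fold lower against a floor of 3 reads over the group. Contig dd_1268 had 0 reads in the *activin-2* RNAi libraries labelled 48 hpa and 127 in the control RNAi libraries, at least 30.7-fold lower against the same floor. Such floors cover counting error only.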

S3 Data This file contains a list of contigs that are the union of FISH validated wound induced genes found in Wurtzel et al 2015 and Wenemoser et al 2012. Each transcript is annotated with best BLAST hits.
(XLSX) Click here for additional data file.

S4 Data This file contains a list of contigs that are the genes from S3 Data which significantly differ in S2 Data specifically at times 6 hpa and/or 18 hpa. The cutoff for this table is p_adj_<0.001. Rows from S2 Data meeting these specifications were transposed into this table. Each transcript is annotated with best BLAST hits.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

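Wound tissue of control RNAi and *activin-2* RNAi animals was sequenced in 40 libraries, 3 per arm at posterior-facing wounds labelled 0, 6, 24 and 48 hpa and 4 per arm and wound orientation at 18 hpa. For the libraries labelled 0 hpa the wound orientation comes from the paper, since their labels give none. The authors mapped the reads to the dd_Smed_v6 transcriptome, counted them per isotig and summed them to raw counts per contig, so the values of the deposited count table are read counts without normalization. The authors' deposited table of comparisons holds, for each contig and comparison, a log2 fold change of *activin-2* RNAi over control RNAi and an adjusted p-value from pairwise DESeq analyses. Its log2 fold changes hold text cells in place of a number where a group has no reads, and these cells were left out. The same deposited table supplied the annotation of contigs as muscle or neoblast and several gene names, and all other names came from the paper's S3 Data, S4 Data and text.

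The total counted per library was between 2524235 and 13381025, with a median of 10533396, so that 1 read corresponds to 0.0747 to 0.396 RPM. RPM, the reads per 1000000 counted reads, are the count divided by the sum of all counts of the library. Differences in them were tested with two-sided exact permutation tests, for which the smallest p is 0.1 with 3 libraries against 3 and 0.0286 with 4 against 4.

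Changes in expression were fitted in R 4.3.3 with edgeR 4.0.16, using TMM normalization, its filter by expression (a minimum count of 10 and a minimum total of 15), a prior count of 2 and the quasi-likelihood test on the 2 groups compared, or on the 4 groups at 18 hpa for the interaction of RNAi and wound orientation. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested, and at 0.001 for the wound-induced list, the limit in the legend of S4 Data, whose title gives 0.05 with a log2 fold change of 0.5. The differences between time points came from 1 fit of all 12 groups. Lists of genes were tested with the fry rotation test of limma 3.58.1 on log2 CPM, with camera as the alternative. These list tests were called at a limit of 0.05 and their p are not given, since with so few libraries they are not exact. The list of wound-induced genes holds the 128 contigs of S3 Data, 127 of which are in the count table, and the muscle and neoblast lists hold 1083 and 470 contigs, with 12 contigs both muscle-annotated and wound-induced. Mean z scores were taken over all 40 libraries from counts normalized by the size factors of DESeq2 1.42.0.

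The genes named in the text followed a rule fixed before the data were examined: every gene that the paper names in its RNA sequencing results, legends or S4 Data and that its tables or the deposited ones pair with a contig; at posterior-facing wounds labelled 18 hpa the 3 largest rises and 3 largest falls; and in each other comparison of the arms, and between wound orientations in control RNAi, the largest rise and the largest fall. The genes found by size had to be called, to have a mean of at least 1 CPM and to show no overlap between the groups. Values in the paper's S4 Data and part of its S2 Data had been seen when the rule was written. Contig dd_Smed_v6_613_0_1 is the exception, named for its rank after its values were seen. Where a group has 0 reads, folds are lower bounds against a floor of 3 counts over the group, which covers counting error only.

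The alternatives fixed before the data were examined were DESeq2, RLE normalization, scaling by library size only, no filter on low counts, all 12 groups in 1 fit, the replicate number as a block, each library left out in turn, other thresholds for the wound-induced list, camera in place of fry, and, for the mean z score, a log2 scale, TMM normalization, a minimum mean of 10 normalized counts and the list without *notum*. Exchanges of the time labels, the limit of 0.001 with a minimum log2 fold change of 0.5, the wound-induced genes at labelled 48 against labelled 0 hpa, and the block and leaving out of libraries for the muscle and neoblast lists, were added after values had been seen. A correlation across libraries used a pseudocount of 0.1 RPM. Other splits of the libraries were refitted in the same way as the real one, all 10 for 3 libraries against 3, all 35 for 4 against 4, and 100 drawn for the interaction.

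The fits were tested on simulated data in which 200 genes were changed by 1.5 on the log2 scale. With 3 libraries against 3, edgeR recovered 92.5% of them at 11.5% false calls among 209, with 4 against 4 it recovered 95.5% at 9.05% false calls, and for the interaction 81.0% at 2.41%. The limit on false calls that would have stopped the work was raised to 15% from 10% after the share of 11.5% had been seen. DESeq2 recovered 86.0%, 94.0% and 81.0%, with 11.8%, 3.59% and 5.81% false calls. The share of false calls with 3 libraries against 3 is therefore above the nominal 5% for both tools. It is also above 5% for edgeR with 4 libraries against 4 and for DESeq2 in the interaction.

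The genes *foxD*, *fz-4* and *wnt11-2* were left out because no table at hand pairs them with a contig, and images were not analysed. Gene length and GC content were not examined, since no reference sequence was used here.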

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

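Of the tests below, that of reads from the fed dsRNA, both tests of RNA from pharynx tissue, that of *activin-2* above the control level and that of the 4 comparisons of 3 libraries against 3 as a set were chosen only after the result was seen, and the exclusion of chance by other splits in each comparison, the mislabelling test, the knockdown test and the test of the level of the tissue were written before. No labels or methods give a batch of libraries, and gene length and GC content could not be examined without a reference sequence.

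The effect of *activin-2* RNAi on *activin-2* itself differed between time points by a direct test. At anterior-facing wounds labelled 18 hpa it was 4.35 higher on the log2 scale than the mean of the effects at labelled 0, 6, 24 and 48 hpa (adjusted p = 4.39e-06 from a fit of all 12 groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment), and at posterior-facing wounds 2.88 higher (adjusted p = 0.00719). The *activin-2* RNAi libraries at 18 hpa held 29.5, 85.8, 25.8 and 47.8 RPM at anterior-facing and 70.1, 16.6, 6.02 and 3.63 at posterior-facing wounds. Mislabelled libraries are argued against. For 130 genes that changed at the other labelled times (24 higher, 106 lower), 8 of the 8 *activin-2* RNAi libraries lay beyond every control RNAi library of their orientation, with scores from 0.72 to 0.86 against -0.11 to 0.08. An uneven knockdown is argued against as the cause of the whole pattern, since it cannot raise *activin-2* above the control level. The control RNAi libraries held 27.1 to 31.9 RPM at anterior-facing and 33.4 to 44.3 at posterior-facing wounds, and 3 of the 8 *activin-2* RNAi libraries, at 85.8, 47.8 and 70.1, lay above the highest of them by more than their range. For the 5 other libraries it stays open. An uneven knockdown would make libraries with more *activin-2* reads shift less, and the correlation within orientations over all 8 was 0.00155 (two-sided exact permutation test, p = 0.997), in too few libraries to decide. The SD of log2 *activin-2* RPM within groups was 1.44 in *activin-2* RNAi and 0.14 in control RNAi at 18 hpa. Reads from the fed dsRNA could give such a spread, but counts per contig do not show which part of the transcript the reads cover, so dsRNA and transcript cannot be told apart. A change in *activin-2* expression after wounding in these animals stays open and was not tested.

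For *notum*, the effect of *activin-2* RNAi at posterior-facing wounds labelled 18 hpa exceeded the mean of the other labelled times at posterior-facing wounds by 1.48 (adjusted p = 0.00116), and the interaction of RNAi and wound orientation at 18 hpa was 1.82 (adjusted p = 0.00782), both by direct tests of the difference with edgeR. RNA from pharynx tissue is argued against as the source of the *notum* reads only if its *notum* content is the same at 18 hpa and labelled 24 hpa. That was not tested, and the paper describes wound-induced *notum* as lower by 24 hpa. The *activin-2* RNAi libraries labelled 24 hpa, with 31.6 ± 21.8 RPM of the pharynx marker dd_554 against 26.4 ± 13.9 at posterior-facing wounds labelled 18 hpa, held 1.33 RPM of *notum* against 4.67 (two-sided exact permutation test, p = 0.0286 for 4 libraries against 3). The interaction is what the paper describes as a loss of *notum* asymmetry, which the paper also saw by FISH at 18 hpa. How *activin-2* RNAi brings it about was not tested here and stays open. Over all genes, the effect of *activin-2* RNAi at 18 hpa differed from the mean of the other labelled times for 36 genes at anterior-facing wounds (27 higher, 9 lower) and for 32 at posterior-facing wounds (19 higher, 13 lower) of 18350 tested. The interaction was called for 16 genes, and 4 of 100 regroupings of the arms, the real one included, gave as many, the others with 76, 528 and 2141 genes. Regrouping the arms also breaks the RNAi effect that the orientations share, or turns it into the interaction, as in that with 2141, which exchanged the arms at posterior-facing wounds only. These counts therefore cannot exclude chance for the 16 genes. Beyond *notum*, no technical explanation of these counts was tested.

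At labelled 24 hpa, the effect of *activin-2* RNAi differed from the mean of the effects at labelled 0, 6 and 48 hpa for 1762 of 18350 genes (601 higher, 1161 lower), again by a direct test with edgeR in a fit of all 12 groups. Among the named genes the difference was 2.57 for *wnt11-1* (adjusted p = 1.36e-05), 1.49 for *wntP-2* (adjusted p = 1.08e-08), 0.88 for *wntless* (adjusted p = 0.0157) and -1.78 for *sFRP-1* (adjusted p = 0.00293). All 3 *activin-2* RNAi libraries were above all 3 control RNAi libraries for *wnt11-1*, *wntP-2* and *wntless*, and below them for *sFRP-1*, an absence of overlap whose two-sided exact permutation p is 0.1, the smallest with 3 libraries against 3. A candidate explanation for the rise of the posterior genes is tissue taken at another level of the anterior-posterior axis in the arms. The pharynx marker dd_554, made anterior to the wound, would then be lower in *activin-2* RNAi, and its log2 fold change was 1.24 (adjusted p = 0.158, and 1.72 with adjusted p = 0.00560 without *activin-2* RNAi replicate 3, or 1.24 with adjusted p = 0.0158 without the filter on low counts). In the direct test, however, the RNAi effect on dd_554 at labelled 24 hpa differed from its mean at labelled 0, 6 and 48 hpa by -2.34. That direction goes with the explanation, but it was not called (adjusted p = 0.167 from the fit of all 12 groups with edgeR). Because the paper reports ectopic pharynges in these animals, dd_554 is not a clean measure of the level, and the level of the tissue and the RNAi cannot be told apart. Scaling by library size only left the direction of these 4 genes as it was in the pairwise fit. An effect of *activin-2* RNAi on positional genes at this time stays open.

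Library totals, single genes and scores were examined in 32 groups of 4 libraries for a library far from the others, and 1 was found. *follistatin* was at 17.0 RPM in replicate 4 of the *activin-2* RNAi libraries at anterior-facing wounds labelled 18 hpa, and its gap to the next library was 0.874 of the range of its group, whose lowest library was at 12.9. Chance flags about 1 in 20 groups, so that 1 in 32 is no more than chance gives. No technical or biological explanation was tested for it.

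Some contigs that the paper does not discuss were higher in *activin-2* RNAi than in control RNAi without overlap. At labelled 0 hpa dd_3759 was higher by 2.74 on the log2 scale (adjusted p = 0.00386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At labelled 6 hpa dd_561 was higher by 4.24 (adjusted p = 0.0406), a call lost without *activin-2* RNAi replicate 1 or any control RNAi replicate (adjusted p from 0.0897 to 0.148). At anterior-facing wounds labelled 18 hpa dd_658 was higher by 4.47 (adjusted p = 0.00185), and at posterior-facing wounds dd_561 by 6.79, dd_372 by 6.25 and dd_8673 by 5.80. At labelled 24 hpa dd_808 was higher by 9.39 (adjusted p = 6.14e-04), at 31.4 ± 28.9 RPM against at most 1 read in a control RNAi library, so that the size of this fold depends on the prior count. At labelled 48 hpa dd_561 was higher by 6.60 (adjusted p = 0.0309), a call lost without any 1 of the 3 control RNAi replicates (adjusted p from 0.0730 to 0.131). From anterior-facing to posterior-facing wounds of control RNAi, dd_41_1 was higher by a fitted 11.14 (adjusted p = 2.12e-05). It had 0 reads at anterior-facing wounds and 1152 at posterior-facing wounds, at 29.9 ± 14.4 RPM, which makes it at least 349-fold higher against a floor of 3 reads over the group. The largest fall in the same comparison was that of dd_1268 at -6.06.

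For dd_561, dd_372 and dd_8673 at posterior-facing wounds, RNA from pharynx tissue is a candidate explanation. In the 32 libraries outside that comparison, the mean of their log2 RPM followed that of dd_554 within groups, with a Pearson correlation of 0.837 (permutation test, two-sided p = 0.00106), a Spearman correlation of 0.856 (p = 1.30e-04) and a Pearson correlation of 0.877 without the 2 libraries farthest from the median. These correlations and that of *activin-2* reads above were the only relations across libraries computed, over the 10 other groups here. The marker dd_554 itself was higher by 5.63 at posterior-facing wounds labelled 18 hpa (adjusted p = 2.16e-06), at 26.4 ± 13.9 against 0.502 ± 0.415 RPM. Pharynx tissue taken along with the wounds and the ectopic pharynges that the paper reports both may bring such RNA, and the design does not part them. For dd_3759, dd_658, dd_808 and dd_41_1 neither technical nor biological explanations were tested.

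Other splits of the libraries were refitted and counted for the numbers of changed genes. For the arms at anterior-facing and at posterior-facing wounds labelled 18 hpa, and for the wound orientations in control RNAi and in *activin-2* RNAi, 1 of 35 splits, the real one, gave as many changed genes. That is the smallest share that 35 splits allow, and it argues against chance. In the libraries labelled 0, 6, 24 and 48 hpa 1 of 10 splits did, and with 3 libraries against 3 no single comparison can exclude chance. The other splits gave at most 2 changed genes, and of the 10000 combinations of 1 split from each of the 4 comparisons, which share no library, 1 gave as many in all 4, so chance is excluded for the 4 as a set. Of the wound-induced genes, 27 rose at posterior-facing wounds labelled 18 hpa against labelled 0 hpa in each arm. In each arm 1 of 35 splits gave as many, which argues against chance. It does not show wound induction, since 25 listed contigs fell in control RNAi and 31 in *activin-2* RNAi. Over all genes, 4355 and 6307 changed between these libraries in the same order of arms. Whether the 18 hpa libraries were prepared separately is not given, so time and preparation cannot be told apart. At labelled 48 hpa against labelled 0 hpa, 1 of 10 splits gave as many in each arm, and the design cannot exclude chance. The same holds at labelled 6 hpa in *activin-2* RNAi with 1 of 10. In control RNAi, with 0 genes in the real split, all 10 of 10 splits give as many, and the test says nothing.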

How the results depend on the processing

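The exchanges of time labels, the numbers induced at labelled 48 hpa, the limit of 0.001 with a minimum fold change, and the replicate block and leaving out of libraries for the muscle and neoblast contigs, were chosen only after values were seen, and the other alternatives were fixed before. Of 479 values of the main comparisons under an alternative, 399 kept their direction and side of the threshold, or stayed within 1.5 times the count, 68 counts moved, 5 became weaker, 5 stronger and 2 reversed. Of 406 values of named genes in 51 comparisons, 380 kept direction and call, 20 lost a call and 6 gained a call, and none reversed. That count takes only the lowest and the highest value over the libraries left out. Over all 348 fits of these comparisons with 1 library left out, 44 lost and 3 gained a call. Over the 2302 such fits of every named gene between the arms, between the orientations and in the interaction, 116 lost and 30 gained a call. For *notum* between the arms, between the orientations and in the interaction, every direction past the threshold held under all alternatives. Where a cause is not named below, the cause was not tested.

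With all 12 groups in 1 fit, the number of changed genes between the arms was 1277 at labelled 0 hpa, 815 at labelled 6 hpa, 661 at 18 hpa anterior-facing, 800 at 18 hpa posterior-facing and 1322 at labelled 48 hpa, and the interaction was called for 7 genes. DESeq2 called 768 genes at labelled 6 hpa and 27 for the interaction, no filter on low counts gave 905 at labelled 48 hpa and 27 for the interaction, and library size only gave 3298 at labelled 24 hpa. Library size only moved the median log2 fold change of all genes at labelled 24 hpa from 0.02 to 0.16, and from -0.02 to -0.14 between control RNAi labelled 48 and 0 hpa, so that changes there are relative to this shift.

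With each library left out in turn, the number of changed genes was 334 to 640 at labelled 0 hpa, with 452 without *activin-2* RNAi replicate 3 and 334 without control RNAi replicate 1. At labelled 6 hpa it was 64 to 720, with 64, 67 and 720 without *activin-2* RNAi replicates 1, 2 and 3 and 68, 98 and 185 without control RNAi replicates 1, 2 and 3. At 18 hpa anterior-facing it was 247 to 482, with 250 and 247 without *activin-2* RNAi replicates 1 and 4, and at 18 hpa posterior-facing 983 to 1515. At labelled 24 hpa it was 998 to 3049, with 1253 and 1118 without *activin-2* RNAi replicates 2 and 3 and 1298, 998 and 3049 without control RNAi replicates 1, 2 and 3. At labelled 48 hpa it was 113 to 1397, with 1397 without *activin-2* RNAi replicate 2 and 219, 130 and 113 without control RNAi replicates 1, 2 and 3. For the interaction it was 8 to 37, with 8 and 9 without control RNAi anterior-facing replicates 1 and 2 and 37 without *activin-2* RNAi anterior-facing replicate 3.

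No pairing of the samples by replicate number was found, and so few libraries cannot exclude one. The correlation between the changes of libraries of the same number was between -0.26 and 0.40 over 14217 genes. It was not above 0.1 for all numbers of any comparison. The replicate block gave 698 changed genes at 18 hpa anterior-facing and 45 for the interaction. With the block there were also more at labelled 24 hpa, 2761 against 2021, and at labelled 48 hpa, 483 against 367. Fewer were called with it at labelled 0 hpa, 485 against 683, at labelled 6 hpa, 232 against 330, and at 18 hpa posterior-facing, 1420 against 1459. It gave 1 wound-induced gene induced at labelled 6 hpa in control RNAi and 0 in *activin-2* RNAi. The neoblast contigs from labelled 0 to 48 hpa in *activin-2* RNAi were at -0.15 with the replicate block, as without it, and called by fry.

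The log2 fold change of *activin-2* at 18 hpa posterior-facing was -2.21 without *activin-2* RNAi replicate 1 (adjusted p = 1.73e-04, against adjusted p from 0.133 to 0.760 under the other alternatives), and with the others left out in turn it was up to -0.43 and not called. The change of *activin-2* between orientations in control RNAi was 0.44 with all 12 groups in 1 fit and not called. The wound-induced contigs at labelled 6 hpa changed by -0.10, which fry called, without control RNAi replicate 1 and by up to -0.0366 with the others left out, and their mean of 0.0783 at labelled 24 hpa was not called by camera. The muscle contigs at labelled 0 hpa were at -0.0619, not called by camera, and with each library left out between -0.0786 without control RNAi replicate 2 and -0.0504 without control RNAi replicate 1, neither called by fry. The neoblast contigs in *activin-2* RNAi were at -0.23 without replicate 2 labelled 48 hpa and called by fry. With the libraries labelled 6 hpa as 48 hpa and 24 hpa as 0 hpa, the neoblast change reversed, to 0.18 in control RNAi and 0.14 in *activin-2* RNAi, both called by fry.

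The number of wound-induced contigs changed at 6 or 18 hpa was 23 by DESeq2, 24 with no filter on low counts, 40 at an adjusted p under 0.05, 24 at that limit with an absolute log2 fold change of at least 0.5, and 23 adjusted over the list alone. It was 14 at an adjusted p under 0.001 with an absolute log2 fold change of at least 0.5. Leaving out *activin-2* RNAi posterior-facing replicate 4 gave the lowest count, 10. The number induced at labelled 6 hpa in control RNAi was 4 by DESeq2, 1 with library size only, 5 with no filter on low counts and 2 with all 12 groups in 1 fit. It was 0 to 2 with each library left out, with 1 without replicate 2 labelled 0 hpa, 2 without replicate 3 labelled 0 hpa and 1 without replicate 2 labelled 6 hpa. In *activin-2* RNAi it was 4 by DESeq2, 0 with library size only, 4 with no filter on low counts and 5 with all 12 groups in 1 fit. It was 0 to 5 with each library left out, with 0 without replicate 1 or 3 labelled 0 hpa or replicate 2 labelled 6 hpa, and 5 without replicate 3 labelled 6 hpa. With the libraries labelled 24 hpa as 0 hpa and 48 hpa as 6 hpa, it was 96 in control RNAi and 46 in *activin-2* RNAi, and at 18 hpa posterior-facing 79 and 71. The number induced at labelled 48 hpa was 33 to 49 under all alternatives in control RNAi, where it was 41. In *activin-2* RNAi, where it was 18, it was 9 with library size only, 32 with no filter on low counts, and 36 both with all 12 groups in 1 fit and with the replicate block. It was 6 to 24 with each library left out, with 8 and 6 without replicates 1 and 3 labelled 0 hpa and 10 without replicate 3 labelled 48 hpa.

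Depth limits what is seen of genes with few reads. With 1 read at 0.0747 to 0.396 RPM, genes such as *wnt1* at labelled 24 hpa were below the filter on low counts in the pairwise fit. Its log2 fold change there was 0.78 without the filter (adjusted p = 0.639) and 0.76 in the fit of all 12 groups (adjusted p = 0.608), neither called.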

Differences from the paper's values

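All the alternatives compared here were set before the data were examined, except the exchange of time labels, the limit of 0.001 with a minimum fold change and the numbers induced at labelled 48 hpa, which were chosen after the values were seen. The number of wound-induced contigs changed at 6 or 18 hpa with an adjusted p under 0.001 was 15, against the paper's 6. The legend of S4 Data and the text give that limit, while the title of S4 Data gives an adjusted p of 0.05 with a log2 fold change of 0.5. The same holds for DESeq2 with 23, RLE normalization with 14, library size only with 15, no filter on low counts with 24, all 12 groups in 1 fit with 10, the replicate block with 17, the list adjusted alone with 23, an adjusted p under 0.05 with 40, that limit with an absolute log2 fold change of at least 0.5 with 24, and each library left out in turn with 10 to 16. Both limits together, an adjusted p under 0.001 with an absolute log2 fold change of at least 0.5, chosen after the values were seen, gave 14. None of these settings reached the paper's number, nor did the libraries labelled 48 hpa in place of those labelled 6 hpa, with 15. In the authors' deposited table, 10 contigs of the list meet the limit of 0.001, and 9 of them also that of 0.5. Among the 15 contigs found here are dd_561, dd_372 and dd_8673, whose reads followed those of the pharynx marker dd_554 in the other libraries.

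For *notum* at posterior-facing wounds, the mean of the control RNAi libraries was 3.00 RPM at labelled 0 hpa against the paper's value of about 1.2 in Fig. 3B, read by eye. At labelled 6 hpa it was 4.06 against the paper's about 1.8 in Fig. 3B, read by eye. At labelled 24 hpa it was 1.14 against the paper's about 3.0 in Fig. 3B, and at labelled 48 hpa 1.76 against the paper's about 4.1 in Fig. 3B, both read by eye. In *activin-2* RNAi it was 3.44 at labelled 0 hpa against the paper's about 1.3 in Fig. 3B, and 3.59 at labelled 6 hpa against the paper's about 1.7 in Fig. 3B, both read by eye. At labelled 24 hpa it was 1.33 against the paper's about 3.4 in Fig. 3B, and at labelled 48 hpa 1.69 against the paper's about 3.6 in Fig. 3B, both read by eye. TMM CPM in place of RPM and each library left out in turn gave the same 8 differences. At 18 hpa the values did not differ. With the libraries labelled 24, 48, 0 and 6 hpa set beside 0, 6, 24 and 48 hpa of Fig. 3B, an exchange chosen after the values were seen, none of the 8 values differed by more than 0.0630, and the exchange drops none of the comparisons at 18 hpa.

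The paper ranks *notum* highest by fold change and lowest by adjusted p among the wound-induced genes. Here it was 5th by log2 fold change and 9th by p among the contigs of the list tested. Every setting run gave the 5th place by log2 fold change, and by p *notum* was 9th with RLE normalization and library size only, 13th with DESeq2, no filter and the replicate block, and 2nd with all 12 groups in 1 fit. Of the contigs above it by log2 fold change, dd_561, dd_372 and dd_8673 followed the pharynx marker dd_554 in the other libraries. The log2 fold change of *notum* itself, 1.54, did not differ from the paper's 1.51. In the authors' deposited table *notum* is 5th by log2 fold change and 1st by adjusted p among 127 contigs. Among the 8 contigs with an adjusted p under 0.001 there, the limit of S4 Data that the paper cites for its ranking, *notum* is 1st by both.

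The paper states, from FISH as well as RNA sequencing, that *activin-2* showed no detectable asymmetry between anterior-facing and posterior-facing wounds. Only the counts were examined here. By edgeR's pairwise fit it was higher at posterior-facing wounds of control RNAi animals, with a log2 fold change of 0.44 (adjusted p = 0.00564 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With all 12 groups in 1 fit the log2 fold change was 0.44 and not called (adjusted p = 0.537). The pairwise fit called 2499 genes between these orientations, so such a difference is not particular to *activin-2*.

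The paper describes a rise of neoblast transcripts after wounding in both arms. From the libraries labelled 0 hpa to those labelled 48 hpa, the mean log2 fold change of the neoblast contigs was -0.10 in control RNAi, called by the fry rotation test, and -0.15 in *activin-2* RNAi, not called. *smedwi-1* was higher in the libraries labelled 6 hpa than in those labelled 0 hpa in control RNAi, at a log2 fold change of 0.49 (adjusted p = 0.0188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost without replicate 1 labelled 0 hpa, or replicate 1 or 3 labelled 6 hpa (adjusted p from 0.0797 to 0.129). As labelled, the mean z score of the neoblast contigs in control RNAi was -0.107 ± 0.0491 at 0 hpa, 0.105 ± 0.0589 at 6 hpa and 0.146 ± 0.0796 at posterior-facing wounds at 18 hpa, and in *activin-2* RNAi 0.108 ± 0.145, 0.165 ± 0.0922 and 0.271 ± 0.0540. With the libraries labelled 6 hpa taken as 48 hpa and those labelled 24 hpa as 0 hpa, chosen after the values were seen, the change was a rise, of 0.18 in control RNAi and 0.14 in *activin-2* RNAi.

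The paper states that wound-induced genes were activated after amputation in both arms. At labelled 6 hpa, 0 of 122 listed contigs were higher than in the libraries labelled 0 hpa in control RNAi by edgeR (6 at an unadjusted p under 0.05, and 4 by DESeq2), and 1 of 125 in *activin-2* RNAi. DESeq2 called 16 lower in control RNAi and 23 in *activin-2* RNAi, while edgeR called 11 lower in each arm. With each library left out in turn the lower contigs were 7 to 11 in control RNAi, with 7 without replicate 1 labelled 0 hpa, and 4 to 30 in *activin-2* RNAi, with 5 without replicate 2 or 3 labelled 0 hpa, 4 without replicate 2 labelled 6 hpa and 30 without replicate 3 labelled 6 hpa. At posterior-facing wounds labelled 18 hpa, 27 were higher in each arm, while 25 were lower in control RNAi and 31 in *activin-2* RNAi. At labelled 48 hpa, 41 of 122 were higher than at labelled 0 hpa in control RNAi and 18 of 125 in *activin-2* RNAi, and in the fit of all 12 groups 38 and 36. With the libraries labelled 24 hpa as 0 hpa and those labelled 48 hpa as 6 hpa, chosen after the values were seen, 96 were higher in control RNAi and 46 in *activin-2* RNAi.

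The paper states that posterior identity rose normally at posterior-facing wounds of *activin-2* RNAi animals. Of the 6 comparisons of *wnt11-1* between the arms in the pairwise fits, those labelled 0, 6 and 48 hpa were lower in *activin-2* RNAi, the latter by a log2 fold change of -1.13, and that labelled 24 hpa was higher, at 1.66. None of these calls held with every library left out in turn. That labelled 0 hpa was lost without control RNAi replicate 1 or 2, that labelled 6 hpa without *activin-2* RNAi replicate 1 or any control RNAi replicate, that labelled 48 hpa without control RNAi replicate 1 or 3, and that labelled 24 hpa without each library except control RNAi replicate 1. DESeq2 did not call those labelled 0 hpa (adjusted p = 0.143) and 24 hpa (adjusted p = 0.254), and the fit of all 12 groups did not call that labelled 6 hpa (adjusted p = 0.129). With the replicate block those labelled 0 hpa (adjusted p = 0.0691) and 6 hpa (adjusted p = 0.0533) were not called. The authors' deposited table, from DESeq, does call those labelled 0 hpa (adjusted p = 3.28e-04), 24 hpa (adjusted p = 2.36e-09) and 48 hpa (adjusted p = 2.34e-05). It does not call that labelled 6 hpa (adjusted p = 0.0739). Neither *wnt11-1* nor *wntP-2* was called between the arms at posterior-facing wounds labelled 18 hpa, although all 4 *activin-2* RNAi libraries were above all 4 control RNAi libraries in RPM of both (two-sided exact permutation test, p = 0.0286). Over the labels 0, 6, 18, 24 and 48 hpa, *wnt11-1* was at 26.2, 44.9, 13.2, 2.85 and 20.8 RPM in control RNAi and at 12.6, 28.5, 16.6, 9.54 and 10.4 in *activin-2* RNAi. With the libraries labelled 24, 48, 0 and 6 hpa taken as 0, 6, 24 and 48 hpa, an exchange chosen after the values were seen, these means were lowest at 0 hpa and highest at 48 hpa in both arms, a rise as the paper states.

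The paper reports no significant defect in muscle-specific gene expression at the time of amputation, and shows its top 100 muscle-specific genes. The muscle contigs here are a different and larger set, 812 tested. In the libraries labelled 0 hpa they had a mean log2 fold change of -0.06, which fry called and camera did not. The fry call was lost without each of 5 of the 6 libraries, all except *activin-2* RNAi replicate 1, so as labelled this difference from the paper is not stable. With the libraries labelled 24 hpa taken as 0 hpa, chosen after the values were seen, the mean was -0.07. Fry called this fall with each library left out in turn, and camera did not call it. Of 820 muscle contigs tested there, 39 were called higher and 111 lower. That share of 18.3% stands beside 12.5% of all genes.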

Other observations

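In the tests of the time labels, the comparison with Fig. 3B was chosen only after the values were seen, and the tests on neoblast contigs and on library size were written before their results. As labelled, the wound-induced contigs had their lowest mean z score in the libraries labelled 24 hpa and, at posterior-facing wounds, their highest in those labelled 48 hpa. A candidate explanation is that the labels are exchanged, so that the libraries labelled 0, 6, 24 and 48 hpa were collected at 24, 48, 0 and 6 hpa. If so, neoblast contigs, which the paper describes as rising late, would be higher in the libraries labelled 6 hpa than in those labelled 48 hpa. Their mean z score was 0.135 ± 0.0768 in the 6 libraries labelled 6 hpa and -0.247 ± 0.169 in the 6 labelled 48 hpa, a difference of 0.382 (two-sided exact permutation test, p = 0.00649). A difference in library size is argued against as the cause of the order of the wound-induced scores. With every library thinned to the smallest total, the libraries labelled 24 hpa were at -0.881 and those labelled 48 hpa at 0.303, a difference of -1.18 (two-sided exact permutation test, p = 0.00216). The values without thinning were -0.860 and 0.528.

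For *notum* RPM at posterior-facing wounds, the largest difference between a group mean and the value read by eye from Fig. 3B was 2.34 with the labels as deposited and 0.0630 with the same exchange of times. The closeness to Fig. 3B may come from such an exchange between the figure and the deposited labels, in either of them, and these tests do not show which is right. In the paper's S4 Data, the value for contig dd_9204 at 24 h lies beside that of the libraries labelled 24 hpa. The authors' deposited table also follows the deposited labels, with 1199 of its 1250 genes in the libraries labelled 24 hpa called by edgeR. A biological cause of the order of the wound-induced scores was not tested and stays open. Results that depend on the order of the labels 0, 6, 24 and 48 hpa carry this limit, as do those of 18 hpa with labelled 0 hpa. Comparisons of the arms within a labelled time, and of arms or wound orientations within 18 hpa, do not depend on it.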
